# Proteasome alteration between epithelial and hematopoietic cells facilitates positive selection of CD8 T cells

**DOI:** 10.1038/s41467-026-72411-x

**Published:** 2026-04-27

**Authors:** Mami Matsuda-Lennikov, Jamie-Jean De La Torre, Todd Snow, Jacqueline Battaile, Felix Kalle-Youngoue, Alison Jacques, Aya Ushio, Akihide Shimizu, Miho Shinzawa, Christian T. Mayer, Parirokh Awasthi, Raj Chari, Izumi Ohigashi, Shigeo Murata, Yousuke Takahama

**Keywords:** Clonal selection, Thymus

## Abstract

The thymoproteasome, a proteolytic complex uniquely expressed in cortical thymic epithelial cells (cTECs), governs the positive selection of CD8 T cells. It has been hypothesized that the thymoproteasome promotes CD8 T cell development by forging a sequential switch in proteasome species between cTECs and medullary antigen-presenting cells (APCs), which generates a stepwise difference in MHC-I-associated peptides between cTECs and medullary APCs, thereby sparing positively selected thymocytes from subsequent negative selection. In this study, we engineer mice ectopically expressing thymoproteasomes in various APCs including medullary TECs (mTECs), eliminating the proposed proteasome switch. Surprisingly, we find that the proteasome switch between cTECs and mTECs is dispensable for thymoproteasome-dependent CD8 T cell development. Instead, we find that ectopic thymoproteasomes in hematopoietic cells impair CD8 T cell development by hindering cortical positive selection. Our findings reveal that the proteasome difference between cTECs and hematopoietic cells in the thymic cortex facilitates thymoproteasome-dependent positive selection.

## Abstract (web summary)

Thymoproteasomes expressed in cortical thymic epithelial cells are essential for the generation of CD8^+^ T cells, but the mechanism requires further exploration. By engineering a mouse strain ectopically expressing thymoproteasomes in various antigen-presenting cells including medullary TECs, the authors identify that thymoproteasomes specifically expressed in cortical TECs but not hematopoietic cells facilitate positive selection of CD8^+^ T cells.

## Introduction

Immature thymocytes that express a germline repertoire of TCR-αβ antigen-receptor complexes arise in the thymic cortex and are screened for their capability for TCR interactions with self-peptide-MHC complexes provided by cortical thymic epithelial cells (cTECs)^1,2^. This process of cortical positive selection enriches T cells that are capable of interacting at low affinity with self-peptide-MHC complexes, contributing to the formation of a mature T cell repertoire that is reactive at high affinity with MHC-associated foreign antigen peptides displayed by peripheral antigen-presenting cells (APCs), including dendritic cells (DCs) in secondary lymphoid organs. Interestingly, cTECs possess unique protein degradation machinery for processing MHC-associated self-peptides that promote T-cell positive selection^2,3^. To optimize MHC-I-restricted positive selection of CD8^+^ T cells, cTECs uniquely express proteasomal subunit β5t encoded by *Psmb11*^4^. β5t is a proteolytic component assembled in the proteasome complex to form the cTEC-specific thymoproteasome^4,5^. The β5t-containing thymoproteasome promotes cTEC-specific protein degradation and processing of MHC-I-associated self-peptides, which optimizes positive selection of CD8^+^ T cells^4–10^.

How the thymoproteasome-dependent MHC-I-associated peptides contribute to CD8^+^ T-cell positive selection is controversial. It is hypothesized that forging a stepwise difference in proteasome species between positively selecting cTECs and negatively selecting medullary APCs is the key to the function of thymoproteasomes uniquely expressed by cTECs^11,12^. Unlike cTECs expressing β5t-containing thymoproteasome, all other thymic APCs, including medullary TECs (mTECs), DCs, and B cells, predominantly express the immunoproteasome and its component β5i instead of thymoproteasome-specific β5t component^4,5,13^. The sequential switch in proteasome species between cTECs and medullary APCs is believed to generate the difference in MHC-I-associated self-peptides between positively selecting cTECs and negatively selecting medullary APCs. It is predicted that the difference in MHC-I-associated self-peptides would create a window for positively selected CD8-lineage thymocytes to escape from the subsequent negative selection induced by thymic medullary APCs. Consequently, the β5t-dependent “proteasome switch” between cTECs and medullary APCs would, in turn, optimize the generation of an optimized pool of self-protective naïve CD8^+^ T cells^11,12^. Alternatively, but not mutually exclusively, it is also possible that thymoproteasome-dependent MHC-I-associated peptides have a yet-unidentified advantage in inducing the positive selection of CD8-lineage thymocytes in the thymic cortex^6–8^. In this context, it is important to note that the thymoproteasome in cTECs optimizes CD8^+^ T cell development even in the absence of MHC-I presentation by other thymic APCs, including mTECs, DCs, and B cells^14,15^, indicating that the thymoproteasome mediates CD8^+^ T-cell positive selection even without the contribution of negatively selecting APCs in the thymic medulla. In addition, a previously unknown mechanism may contribute to the thymoproteasome-dependent CD8^+^ T cell development.

The present study was undertaken to directly address the β5t-dependent proteasome switch hypothesis. We generated mice genetically engineered to ectopically express the thymoproteasome instead of the immunoproteasome. The thymoproteasome, expressed specifically in cTECs, and the immunoproteasome, expressed in other thymic APCs including mTECs, DCs, and B cells, differ only in the catalytic subunit β5t or β5i, while sharing all other proteasome subunits^4,5,16^. We report here that the newly engineered animals ectopically express the thymoproteasome widely in thymic APCs, including mTECs, DCs, and B cells, thereby canceling out the proteasome switch between cTECs and other thymic APCs. Our results indicate that the proteasome switch between cTECs and mTECs is dispensable for thymoproteasome-dependent development of CD8^+^ T cells. Unexpectedly, we find that ectopically thymoproteasome-expressing hematopoietic cells hinder endogenous thymoproteasome-dependent positive selection of CD8^+^ T cells. We further demonstrate that the β5t-dependent alteration of proteasome species between cTECs and hematopoietic cells facilitates thymoproteasome-mediated positive selection in the thymic cortex. These results provide novel insight into the mechanism underlying the thymoproteasome-dependent positive selection of CD8^+^ T cells by highlighting the role of the thymoproteasome in securing the unique capability of cTECs, rather than cortical hematopoietic APCs, to induce positive selection in the thymic cortex.

## Results

### Ectopic expression of thymoproteasomes instead of immunoproteasomes in BIT mice

To examine the contribution of the corticomedullary proteasome switch to thymoproteasome-dependent CD8^+^ T cell development, we engineered the genome of C57BL/6 mice to replace the β5i-encoding *Psmb8* sequence with the β5t-encoding *Psmb11* sequence (Fig. 1a). The resultant allele, termed β5i^β5t^, or BIT, was designed to produce β5t instead of β5i. Thymoproteasomes and immunoproteasomes differ only in the proteolytic subunit β5t or β5i, assembled in the β-ring sharing β1i, β2i, β3, β4, β6, and β7 subunits of 20S proteasome core particles^5,16^, so that mice carrying the homozygous BIT allele, or BIT mice, would ectopically express thymoproteasomes in cells that otherwise express immunoproteasomes. Indeed, β5t-encoding *Psmb11* mRNAs were detected in thymic APCs, including cTECs, mTECs, DCs, and B cells, in BIT mice (Fig. 1b). In contrast, *Psmb11* mRNAs were detected specifically in cTECs rather than other thymic APCs in wildtype (WT) mice (Fig. 1b). Furthermore, β5i-encoding *Psmb8* mRNAs detected in these thymic APCs in WT mice were lost in BIT mice (Fig. 1b). Along with the detection of *Psmb11* mRNAs, β5t proteins were ectopically detected in all these thymic APCs, unlike cTEC-specific expression in WT mice (Fig. 1c). β5t proteins were detected even in the spleen of BIT mice, whereas β5i proteins were lost in the thymus and spleen of BIT mice (Fig. 1d, e). Immunofluorescence analysis reconfirmed that BIT mice ectopically expressed β5t proteins in the thymic medulla, including Aire^+^ mTECs and thymic DCs, as well as in the spleen, including B cells and T cells (Fig. 1f). These results demonstrate the ectopic expression of β5t-containing thymoproteasomes in BIT mice and the cancellation of the β5t-dependent proteasome switch between their thymic microenvironments.

**Fig. 1:**
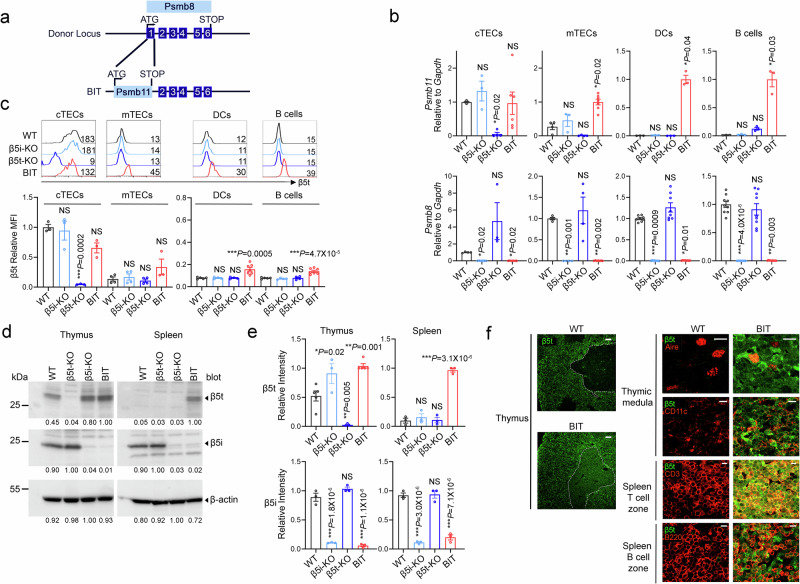
Ectopic expression of β5t in BIT mice. **a** Scheme for engineering β5i^β5t^ (BIT) allele. β5t-encoding *Psmb11* sequence was inserted at the translation initiation site within the exons 1 of β5i-encoding *Psmb8* gene in the mouse genome. **b** Indicated cells from the thymus of WT, β5i-KO, β5t-KO, and BIT mice were sorted by flow cytometry. *Psmb11* and *Psmb8* mRNAs were measured by quantitative RT-PCR analysis and normalized to *Gapdh* mRNAs. Data from are presented as means ± SEMs. *Psmb11*; cTECs (WT, *n* = 4; β5i-KO, *n* = 3; β5t-KO, *n* = 4; BIT, *n* = 6), mTECs (WT, *n* = 4; β5i-KO, *n* = 3; β5t-KO, *n* = 4; BIT, *n* = 7), DCs (WT, *n* = 3; β5i-KO, *n* = 3; β5t-KO, *n* = 3; BIT, *n* = 3), and B cells (WT, *n* = 3; β5i-KO, *n* = 3; β5t-KO, *n* = 3; BIT, *n* = 3). *Psmb8*; cTECs (WT, *n* = 4; β5i-KO, *n* = 6; β5t-KO, *n* = 3; BIT, *n* = 4), mTECs (WT, *n* = 4; β5i-KO, *n* = 4; β5t-KO, *n* = 4; BIT, *n* = 7), DCs (WT, *n* = 8; β5i-KO, *n* = 8; β5t-KO, *n* = 8; BIT, *n* = 4), and B cells (WT, *n* = 9; β5i-KO, *n* = 9; β5t-KO, *n* = 9; BIT, *n* = 9). Data from three independent experiments are shown. Statistical analysis was performed using the Kruskal–Wallis test followed by Dunn’s multiple comparisons test. *P < 0.05; **P < 0.01; ***P < 0.001; NS, not significant. **c** Flow cytometric analysis of intracellular β5t expression in indicated cells from the thymus of WT, β5t-KO, β5t-KO, and BIT mice. cTECs (WT, *n* = 3; β5i-KO, *n* = 3; β5t-KO, *n* = 3; BIT, *n* = 3), mTECs (WT, *n* = 4; β5i-KO, *n* = 4; β5t-KO, *n* = 4; BIT, *n* = 3), DCs (WT, *n* = 5; β5i-KO *n* = 4; β5t-KO, *n* = 4; BIT, *n* = 7) and B cells (WT, *n* = 5; β5i-KO, *n* = 4; β5t-KO, *n* = 4; BIT, *n* = 7). Shown are representative histograms (top) and relative mean fluorescence intensities (MFIs) (bottom). Data from three independent experiments are presented as means ± SEMs. Statistical analysis was performed using one-way ANOVA followed by Dunnett’s multiple comparisons test (each group compared with the WT group). **d** Lysates of the thymus and spleen from the indicated mice were subjected to immunoblot analysis with the indicated antibodies. β-actin was analyzed as a loading control. Representative blots from three independent experiments with WT, β5i-KO, β5t-KO, and BIT are shown. β5t blot thymus, WT (*n* = 5), β5i-KO (*n* = 3), β5t-KO (*n* = 3), BIT (*n* = 5). β5t blot spleen, WT (*n* = 3), β5i-KO (*n* = 3), β5t-KO (*n* = 3), BIT (*n* = 3). β5i blot thymus and spleen (WT, *n* = 3; β5i-KO, *n* = 3; β5t-KO, *n* = 3; BIT, *n* = 3). **e** Bar graphs represent the means ± SEMs of the chemiluminescence signals measured in (**d**). *P < 0.05, **P < 0.01, ***P < 0.001, NS, not significant. Statistical analysis was performed using one-way ANOVA followed by Dunnett’s multiple comparisons test (each group compared with the WT group). **f** Tissue sections from indicated mice were analyzed for β5t expression (green) and Aire (red), CD11c (red), CD3 (red), or B220 (red). Scale bars, 100 µm (β5t single color images in the left); 10 µm (two color images in the right). Representative images from six independent experiments are shown. Dashed lines, corticomedullary boundaries in the thymus sections.

We engineered two different genomic modifications in the *Psmb8* allele to produce six independent BIT mouse lines (Supplementary Fig. 1a). All mouse lines exhibited essentially identical phenotypes in ectopic β5t expression as well as in CD8^+^ T cell development, as detailed below (Supplementary Fig. 1b, c). Hereinafter, we document the results from one BIT mouse line (BIT #1–2), unless otherwise indicated.

### Moderate reduction of CD8^+^ T cells in BIT mice

To examine T cell development in BIT mice, thymocytes and splenocytes from BIT mice, as well as from β5i-deficient mice and β5t-deficient mice, were analyzed for their cell-surface expression of CD4, CD8, and TCRβ. As previously reported^4,7,8^, β5t-deficient mice exhibited severe impairment in CD8^+^ T cell development, as the numbers of CD4^−^CD8^+^ TCR^high^ cells in the thymus and the spleen of β5t-deficient mice were 13–22% of the numbers in WT mice (Fig. 2a–d). In contrast, β5i-deficient mice generated a normal number of CD8^+^ T cells (Fig. 2a–d), indicating that the loss of β5i does not diminish CD8^+^ T cell development. Interestingly, however, the numbers of CD8^+^ T cells in the thymus and the spleen of BIT mice, in which β5t was ectopically expressed instead of β5i, were 53–63% of the numbers in WT mice (Fig. 2a–d). The relatively moderate reduction of CD8^+^ T cells in BIT mice was reproduced equivalently in all six BIT mouse lines engineered in this study (Supplementary Fig. 1b, c), unlike the severe reduction of CD8^+^ T cells in all four lines of β5t-deficient mouse strains reported so far^4,8,17,18^ (as exemplified in Fig. 2 and Supplementary Fig. 1b, c). None of these mouse lines exhibited impairment in CD4^+^ T cell development (Fig. 2, Supplementary Fig. 1b, c)^4,7,8,17,18^. These results indicate that the ectopic expression of β5t-containing thymoproteasomes instead of β5i-containing immunoproteasomes modestly impairs CD8^+^ T cell development, unlike the severe impairment of CD8^+^ T cell development in the absence of thymoproteasomes. Thus, the loss of β5t-dependent proteasome switch in BIT mice does not fully phenocopy the severe impairment of CD8^+^ T cell development by the loss of β5t, so that the β5t-dependent proteasome switch cannot fully explain the *raison d’etre* of the thymoproteasome.

**Fig. 2:**
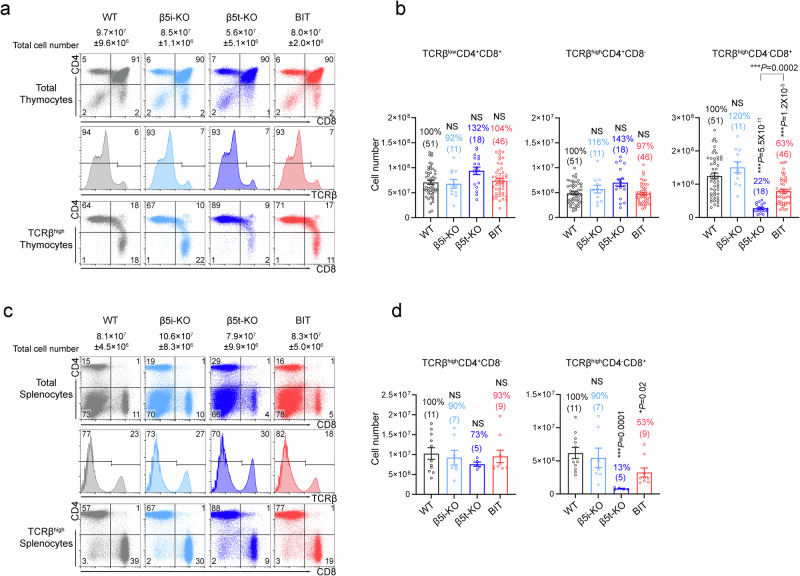
Moderate decrease of CD8⁺ T cells in BIT mice. Representative flow cytometric profiles of thymocytes (**a**) and splenocytes (**c**) from WT, β5i-KO, β5t-KO, and BIT mice (13-20 independent experiments). Cells were surface-stained for CD4, CD8, and TCRβ. Numbers in boxes indicate the percentage of cells in the indicated areas. Means ± standard errors of total cell numbers are also shown. Absolute numbers (per mouse) of indicated populations of thymocytes (**b**) and splenocytes (**d**) from WT, β5i-KO, β5t-KO, and BIT mice at 4 to 6 weeks old. **b** WT (*n* = 51), β5i-KO (*n* = 11), β5t-KO (*n* = 18), BIT (*n* = 46). **d** WT (*n* = 11), β5i-KO (*n* = 7), β5t-KO (*n* = 5), BIT (*n* = 9). Bar graphs represent the means ± SEMs. *P < 0.05, ***P < 0.001, NS, not significant. Statistical analysis was performed using one-way ANOVA followed by Šidák’s multiple comparisons test.

It was previously reported that the genetic loss of β5i resulted in a decrease in MHC-I expression in various APCs, even though this decrease in MHC-I was not accompanied by a reduction of CD8^+^ T cells^19^. Accordingly, we noted that the expression of surface MHC-I H-2K^b^ and H-2D^b^ molecules was reduced (59–87% of WT values in the relative fluorescence intensity) in mTECs, DCs, and B cells from the thymus of β5i-deficient mice (Supplementary Fig. 2), whereas CD8^+^ T cell development was not reduced in these mice (Fig. 2a–d, Supplementary Fig. 1b, c). The reduction of MHC-I expression in β5i-deficient mice was minor and not statistically significant in cTECs (85–87% of WT values in the relative fluorescence intensity) in comparison with that in other APCs (59–81% of WT values) (Supplementary Fig. 2). We also noted that the slightly reduced MHC-I expression due to the absence of β5i was restored in BIT mice by the ectopic expression of β5t in cTECs but not in other APCs (Supplementary Fig. 2). These differences between cTECs and other cells possibly reflected abundant presence of β5t specifically in cTECs and different expression of other constitutive and immuno-proteasome subunits, which differently affected the assembly of functional proteasome particles^5,16,20^. Indeed, cTECs were low in the expression of constitutive β1 and β5 subunits in comparison with other cells, including mTECs^21^. Nevertheless, these results indicate that the moderately reduced CD8^+^ T cell development in BIT mice is not due to the reduction in MHC-I expression in positive selection-inducing cTECs.

### Proteasome switch between cTECs and mTECs is dispensable for CD8^+^ T cell development

To begin exploring the mechanism for the moderate reduction of CD8^+^ T cells in BIT mice, we generated bone marrow chimeras in which either BIT mice or WT mice were reciprocally used as the source of bone marrow donor hematopoietic stem cells and/or lethally irradiated recipient mice. Bone marrow donor-derived cells and recipient-derived radioresistant cells were distinguished using mice carrying either CD45.1 or CD45.2 allelic variants. As expected, CD8^+^ T cells were moderately but significantly reduced (43–58%) in the thymus and the spleen of BIT recipient mice reconstituted with BIT bone marrow-derived cells (BIT > BIT), in comparison with CD8^+^ T cells generated in control bone marrow chimeras (WT > WT) (Fig. 3). Interestingly, however, WT hematopoietic stem cell-derived CD8^+^ T cells generated in the thymic microenvironment of BIT mice (WT > BIT) were comparable to, and not at all reduced in comparison with, CD8^+^ T cells generated in WT control bone marrow chimeras (WT > WT) (Fig. 3). These results indicate that non-hematopoietic thymic microenvironment in BIT mice is fully capable of promoting CD8^+^ T cell development, with its capability equivalent to the thymic environment in control WT mice. The β5t-dependent proteasome switch is lost between cTECs and mTECs in BIT mice (Fig. 1), so that the absence of compromise in CD8^+^ T cell development in WT > BIT bone marrow chimeras indicates that the proteasome switch between cTECs and mTECs is dispensable for thymoproteasome-dependent optimal development of CD8^+^ T cells.

**Fig. 3:**
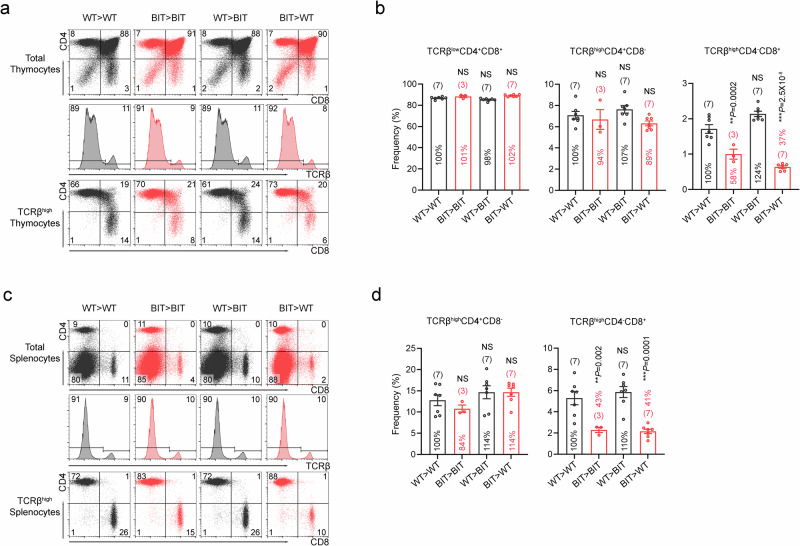
CD8⁺ T cell development in BIT bone marrow chimeric mice. Representative flow cytometric profiles of thymocytes (**a**) and splenocytes (**c**) from bone marrow chimeric mice reconstituting WT or BIT bone marrow donor cells into WT or BIT irradiated recipient mice as indicated (5 independent experiments). Numbers in boxes indicate the percentage of cells in the indicated areas. Frequency of indicated populations of thymocytes (**b**) and splenocytes (**d**) from WT > WT (*n* = 7), BIT > BIT (*n* = 3), WT > BIT (*n* = 7), and BIT > WT (*n* = 7) bone marrow chimeric mice six to eight weeks after the reconstitution. Data are presented as means ± SEMs. *P < 0.05, **P < 0.01, ***P < 0.001, NS, not significant. Statistical analysis was performed using one-way ANOVA followed by Šidák’s multiple comparisons test.

### Hematopoietic MHC-I-expressing cells hinder CD8^+^ T cell development in BIT mice

In contrast to WT > BIT bone marrow chimeric mice, chimeric mice in which BIT mouse-derived hematopoietic cells developed in the non-hematopoietic microenvironment of WT mice (BIT > WT) showed a moderate reduction of CD8^+^ T cells (Fig. 3a–d), just like the modest reduction in BIT mice and BIT > BIT bone marrow chimeras. Thus, hematopoietic cells, rather than non-hematopoietic environments, were responsible for the moderate reduction of CD8^+^ T cells in BIT mice.

To examine whether this impairment was intrinsic to developing T cells or due to interference from bystander hematopoietic cells, we generated mixed bone marrow chimeric mice in which BIT hematopoietic cells (CD45.2) and WT hematopoietic cells (CD45.1) would develop together at a 1:1 ratio in a radioresistant non-hematopoietic environment in irradiated WT host mice (CD45.1/2) ([BIT + WT] > WT). As in BIT > WT chimeric mice, we found that BIT mouse-derived hematopoietic stem cells in [BIT + WT] > WT chimeric mice gave rise to a moderate reduction of CD8^+^ T cells even in the presence of WT-derived T cell development, in comparison with WT hematopoietic stem cell-derived CD8^+^ T cells generated in control [WT + WT] > WT chimeras (Fig. 4a). More interestingly, WT bone marrow-derived hematopoietic stem cells in [BIT + WT] > WT chimeras exhibited a moderate reduction of CD8^+^ T cells, similar to the compromised CD8^+^ T cell development observed in co-developing BIT bone marrow-derived cells (Fig. 4a). These results indicate that bystander BIT hematopoietic cells hinder CD8^+^ T cell development derived from normal hematopoietic stem cells in the normal thymic environment. These results also indicate that the copresence of normal hematopoietic stem cell-derived thymocyte development does not restore the moderately reduced CD8^+^ T cell development derived from BIT hematopoietic stem cells.

**Fig. 4:**
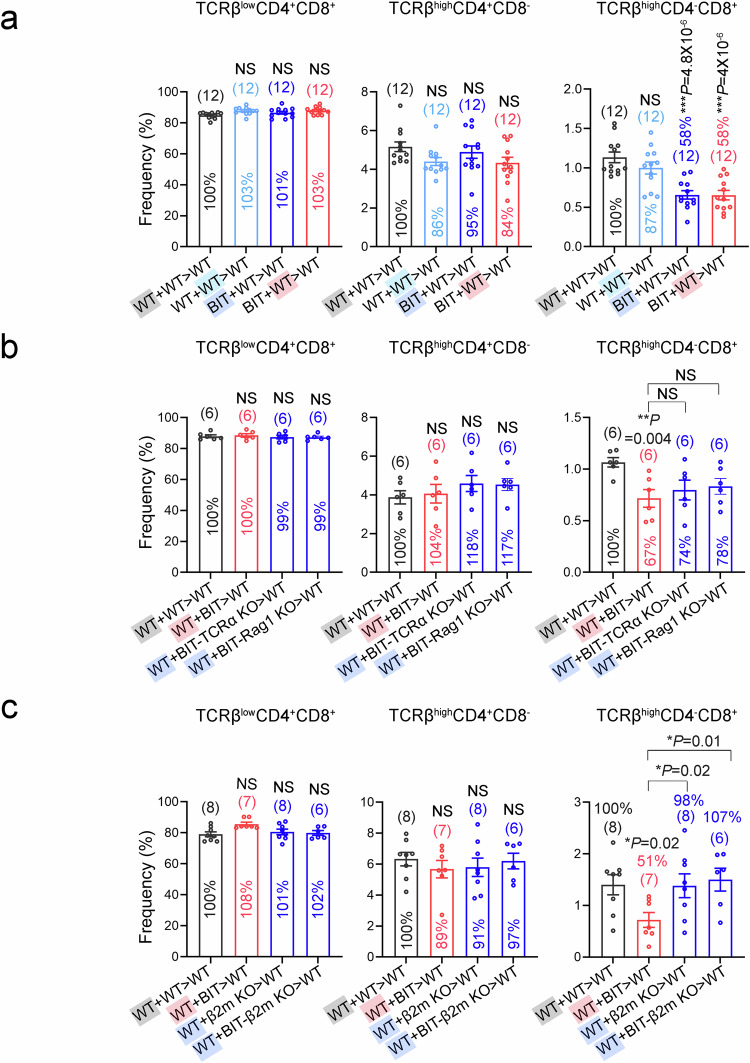
CD8⁺ T cell development in mixed bone marrow chimeric mice. **a** T cell-depleted bone marrow cells from B6 (WT) or BIT mice were 1:1 mixed with T cell-depleted bone marrow cells from B6-CD45.1 (WT) mice. Mixed bone marrow cells were transferred into lethally irradiated B6 × B6-CD45.1 F1 (WT) mice. WT + WT > WT (*n* = 12), WT + WT > WT (*n* = 12), BIT + WT > WT (*n* = 12), and BIT + WT > WT (*n* = 12). **b** T cell-depleted bone marrow cells from B6-CD45.1 (WT) mice were 1:1 mixed with T cell-depleted bone marrow cells from B6 (WT), BIT, TCRα-deficient BIT, or Rag1-deficient BIT mice. Mixed bone marrow cells were transferred into lethally irradiated B6 × B6-CD45.1 F1 (WT) mice. WT + WT > WT (*n* = 6), WT + BIT > WT (*n* = 6), WT + BIT-TCRαKO > WT (*n* = 6), and WT + BIT-Rag1KO>WT (*n* = 6). **c** T cell-depleted bone marrow cells from B6-CD45.1 (WT) mice were 1:1 mixed with T cell-depleted bone marrow cells from B6 (WT), BIT, β2m-deficient B6, or β2m-deficient BIT mice. Mixed bone marrow cells were transferred into lethally irradiated B6 x B6-CD45.1 F1 (WT) mice. WT + WT > WT (*n* = 8), WT + BIT > WT (*n* = 7), WT + β2mKO > WT (*n* = 8), and WT + BIT-β2mKO > WT (*n* = 6). Cells were distinguished by using monoclonal antibodies specific for CD45.1 and CD45.2. Six to eight weeks after the reconstitution, thymocytes were analyzed by flow cytometry for CD4, CD8 and TCRβ surface expression. Graphs indicate percentages of indicated populations in color-highlighted bone marrow origins (grey, blue, or red). Numbers in parentheses indicate sample numbers. Data were obtained from two to five independent experiments. Data are presented as means ± SEMs. * *P* < 0.05, ***P < 0.001, NS, not significant. Statistical analysis was performed using one-way ANOVA followed by Šidák’s multiple comparisons test.

To better understand the mechanism of this hindrance by BIT-derived hematopoietic cells, we examined CD8^+^ T cell development from WT hematopoietic stem cells in bone marrow chimeric mice in the presence of hematopoietic cells prepared from either TCRα-deficient BIT mice, which lacked TCRαβ-expressing cells, or Rag1-deficient BIT mice, which lacked T and B cells (Fig. 4b). In these [WT + BIT-TCRα-KO] > WT and [WT + BIT-Rag1-KO] > WT bone marrow chimeras, WT hematopoietic stem cell-derived CD8^+^ T cell development in the thymus was moderately reduced in the presence of bystander hematopoietic cells derived from either TCRα-deficient BIT mice or Rag1-deficient BIT mice, similarly to that in the presence of BIT hematopoietic cells (no statistical difference among the three groups, Fig. 4b). These results indicate that thymoproteasome-expressing BIT hematopoietic cells hinder CD8^+^ T cell development even when the interfering BIT cells are devoid of TCRαβ-expressing cells or limited to non-T non-B hematopoietic cells including DCs.

BIT-derived hematopoietic cells hindered CD8^+^ T cell development but not CD4^+^ T cell development in the thymus (Figs. 2, 3, and 4a, b), indicating that the hindrance is specific for the MHC-I-restricted CD8-lineage but not the MHC-II-restricted CD4-lineage of thymocyte development. MHC-I expression is detectable in a variety of hematopoietic cells, including DCs and B cells (Supplementary Fig. 2), even in immature CD4^ + ^CD8^+^ thymocytes at a low level^22,23^ (Supplementary Fig. 3). We next examined whether MHC-I molecules expressed by BIT hematopoietic cells were responsible for the CD8-lineage-specific hindrance of T cell development in BIT mice. Analysis of WT hematopoietic stem cell-derived CD8^+^ T cell development in [WT + BIT-β2m-KO] > WT mixed bone marrow chimeric mice showed that the loss of cell surface MHC-I expression due to the lack of β2m in BIT hematopoietic cells nullified the hindrance of WT hematopoietic stem cell-derived CD8^+^ T cell development, unlike WT cell-derived CD8^+^ T cell development that was compromised in [WT + BIT] > WT bone marrow chimeric mice (Fig. 4c). These results demonstrate that BIT hindrance of CD8^+^ T cell development is dependent on MHC-I molecules expressed by thymoproteasome-expressing BIT hematopoietic cells, indicating that ectopic thymoproteasome-expressing hematopoietic cells interfere with CD8^+^ T cell development via MHC-I-dependent presentation of thymoproteasome-dependent self-peptides.

### CD8^+^ T cell development in BIT mice is hindered in the thymic cortex

We next sought to determine the developmental stage of thymocytes at which ectopically thymoproteasome-expressing BIT hematopoietic cells hindered CD8^+^ T cell development. To this end, we examined BIT thymocyte development without the influence of MHC-II-dependent selection and development of CD4-lineage T cells by engineering BIT > I-A^b^-KO bone marrow chimeric mice. The genomic proximity between the β5i-encoding *Psmb8* locus, including the BIT allele, and the I-A-encoding *H2-Ab1* locus within the *H-2* region of mouse chromosome 17 did not allow us to successfully obtain I-A-deficient BIT mice in this study.

Unlike WT mice, I-A^b^-KO mice were deficient in CD4-lineage thymocyte development (Fig. 5a). Similarly, like in WT > I-A^b^-KO bone marrow chimeras, BIT-derived thymocytes in BIT > I-A^b^-KO mice lacked the development of CD4^+^ CD8^-^ TCR^high^ thymocytes. However, in comparison with WT > I-A^b^-KO mice, BIT > I-A^b^-KO mice exhibited a moderate reduction in the generation of CD4^-^CD8^+^ TCR^high^ thymocytes, including CD4^-^CD8^+^ TCR^high^ CCR7^+^ medullary thymocytes (Fig. 5b). These results indicate that BIT hindrance of CD8^+^ T cell development was detectable in the absence of CD4-lineage T cell development. More importantly, CD4^+^ CD8^+^ TCR^low^ CD69^+^ CCR7^−^ thymocytes, which represented the cells that have been TCR-engaged for positive selection in the thymic cortex^24,25^, were already reduced in BIT > I-A^b^-KO mice in comparison with WT > I-A^b^-KO mice (Fig. 5b and Supplementary Fig. 4). These results indicate that thymoproteasome-expressing BIT hematopoietic cells hinder CD8-lineage T cell development in the thymus as early as the MHC-I-dependent positive selection stage of thymocytes within the thymic cortex. These results also indicate that BIT hindrance is neither initiated in the thymic medulla nor caused by the lack of proteasome switch between positively selecting cTECs and medullary APCs, including mTECs and hematopoietic APCs.

**Fig. 5:**
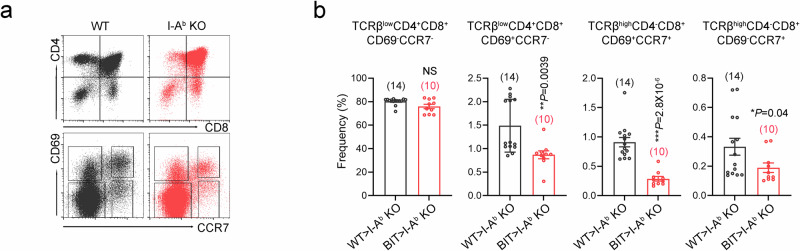
CD8⁺ T cell development in BIT mice is impaired as early as in cortical thymocytes. **a** Representative flow cytometric profiles of thymocytes isolated from WT (*n* = 14) and I-A^b^ KO (*n* = 10) mice. Data are representative of 3 independent experiments. **b** Thymocytes isolated from indicated bone marrow chimeric mice (WT > I-A^b^-KO, *n* = 14; BIT > I-A^b^-KO, *n* = 10) were analyzed by flow cytometry eight weeks after the reconstitution. The frequency of indicated cell populations in individual thymuses is plotted. Data are presented as means ± SEMs. *P < 0.05, ***P < 0.001, NS, not significant. Statistical analysis was performed using a two-tailed unpaired t-test.

### No enhanced apoptosis during CD8^+^ T cell development in BIT mice

We further investigated whether BIT hindrance of CD8^+^ T cell development was accompanied by enhanced apoptosis of developing thymocytes, because impaired thymocyte development was often associated with enhanced negative selection of thymocytes, and because the corticomedullary proteasome switch hypotheses predicted enhanced negative selection of medullary thymocytes. To do so, an active form of caspase 3 was detected using a monoclonal antibody in various developmental stages of thymocytes isolated from WT and BIT mice (Supplementary Fig. 5a). We found that the frequency and number of caspase 3-active cells within developing thymocytes, including CD4^+^ CD8^+^ TCRβ^low^ cortical thymocytes and CD4^−^CD8^+^ TCRβ^high^ medullary thymocytes, were comparable and not significantly different between WT and BIT mice (Fig. 6a, b). Caspase 3 activity within developing thymocytes was also detected in Rosa26^INDIA^ knock-in mice wherein the loss of fluorescence resonance energy transfer (FRET) signals enabled the highly sensitive measurement of caspase 3 cleavage in cells^26,27^ (Supplementary Fig. 5b). We found that the frequency and the number of caspase 3-active cells detected from the loss of Rosa26^INDIA^ FRET were similar between WT and BIT mice throughout thymocyte development, from CD4^+^ CD8^+^ TCRβ^low^ immature thymocytes to CD4^−^CD8^+^ TCRβ^high^ mature thymocytes (Fig. 6c, d). Within CD4^+^ CD8^+^ TCRβ^low^ thymocytes, CD69^-^ thymocytes before TCR engagement and CD69^+^ TCR-engaged thymocytes exhibited equivalent frequency of caspase 3-active cells between WT and BIT mice (Supplementary Fig. 5c). Thus, no enhancement of caspase 3-dependent apoptosis was detected during CD8^+^ T cell development in the thymus of BIT mice, even by the use of highly sensitive Rosa26^INDIA^ FRET measurement.

**Fig. 6:**
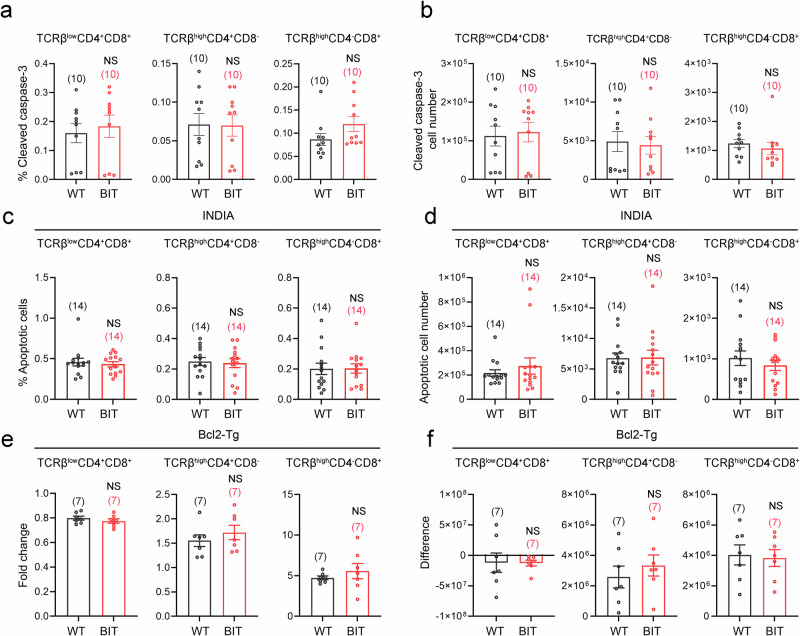
No increase in apoptosis was detected during CD8⁺ T cell development in BIT mice. Frequencies (**a**) and absolute numbers per mouse (**b**) of cleaved caspase-3 detected in indicated thymocyte populations from WT (*n* = 10) or BIT (*n* = 10) mice. Data are obtained from 3 independent experiments. Frequencies (**c**) and absolute numbers per mouse (**d**) of FRET-negative caspase 3-active cells in indicated thymocyte populations of INDIA mice (WT, *n* = 14; BIT, *n* = 14). Data are obtained from 8 independent experiments. Fold changes (**e**) and differences (**f**) in cell numbers of indicated thymocyte populations between Bcl2-Tg-positive and -negative mice (WT, *n* = 7; BIT, *n* = 7). Data are obtained from 7 independent experiments. Data are presented as means ± SEMs. NS, not significant. Statistical analysis was performed using a two-tailed unpaired t-test.

Transgenic overexpression of antiapoptotic Bcl-2 prevents apoptosis-mediated negative selection in developing thymocytes^28,29^. We further examined the contribution of apoptosis-dependent negative selection to the reduced CD8^+^ T cell development in BIT mice, in the presence or absence of proximal Lck promoter-driven Bcl-2 overexpression^29^. We found that the Bcl-2 transgene affected CD8^+^ T cell development equivalently in WT and BIT mice (Fig. 6e, f). These results collectively demonstrate that there is no enhancement in apoptosis-mediated negative selection detected during hindered CD8^+^ T cell development in the thymus of BIT mice.

### Hindrance of CD8^+^ T cell development in BIT mice is dependent on β5t expressed in cTECs

The results so far demonstrate that MHC-I-dependent antigen-presentation by ectopically thymoproteasome-expressing hematopoietic APCs hinders MHC-I-dependent development of immature thymocytes in the thymic cortex. MHC-I-dependent cortical development of thymocytes is profoundly but not completely dependent on the thymoproteasome endogenously expressed by cTECs^4,7,8,14^. We finally addressed whether the thymoproteasome endogenously expressed in cTECs might contribute to hematopoietic hindrance of CD8^+^ T cell development in BIT mice. In other words, we examined whether hematopoietic BIT hindrance might affect thymoproteasome-independent CD8^+^ T cell development, which was minor but detectable in β5t-deficient thymic microenvironment. To this end, we engineered mixed bone marrow chimeric mice in which WT hematopoietic stem cells would develop in the non-hematopoietic environment of irradiated β5t-deficient mice in the presence or absence of BIT mouse-derived hematopoietic stem cells ([WT + BIT] > β5t-KO vs. [WT + WT] > β5t-KO). In contrast to WT recipients in [WT + WT] > WT chimeric mice, β5t-deficient recipients lacked thymoproteasomes in the thymic microenvironment. This led to severe impairment in WT bone marrow stem cell-derived CD8^+^ T cell development in [WT + WT] > β5t-KO chimeras compared with WT recipients (Fig. 7a, b). On the other hand, WT bone marrow stem cell-derived CD8^+^ T cell development in [WT + BIT] > WT chimeras was moderately impaired by the presence of interfering BIT hematopoietic cells (Fig. 7a, b). More interestingly, WT bone marrow stem cell-derived CD8^+^ T cell development detected in the thymus and the spleen of [WT + BIT] > β5t-KO chimeric mice was not further impaired despite the presence of BIT hematopoietic cells (Fig. 7a, b). It was technically challenging to evaluate moderate BIT hindrance in the context of severely impaired CD8^+^ T cell development in a β5t-deficient thymic microenvironment. However, these results indicate that the loss of thymoproteasomes expressed in cTECs nullifies hematopoietic cell-mediated hindrance of CD8^+^ T cell development in BIT mice. These results also indicate that CD8^+^ T cell development, which is heavily dependent on endogenous thymoproteasome-expressing cTECs, cannot be compensated for by ectopically thymoproteasome-expressing hematopoietic cells. Thus, ectopically thymoproteasome-expressing hematopoietic cells specifically hinder endogenous thymoproteasome-expressing cTEC-dependent positive selection within the thymic cortex.

**Fig. 7:**
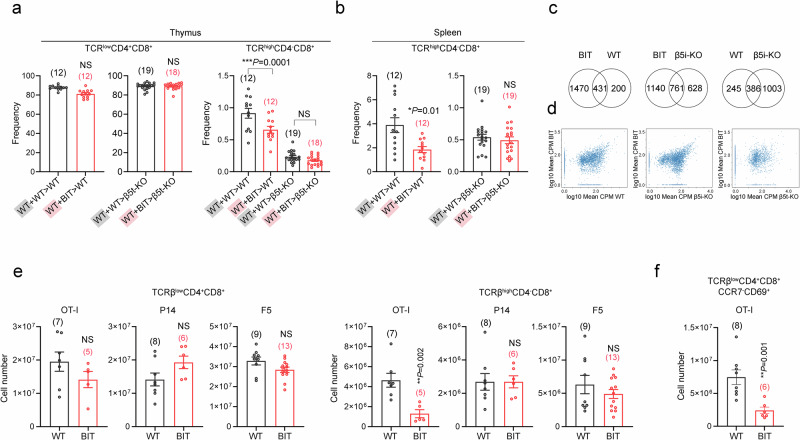
BIT hindrance in β5t-deficient thymus and in TCR-transgenic thymocytes. Indicated mixed bone marrow chimeric mice were analyzed eight weeks after the reconstitution. Thymocytes (**a**) and splenocytes (**b**) were analyzed by flow cytometry for CD4, CD8, and TCRβ surface expression. Graphs indicate frequencies of color-highlighted bone marrow-derived cells (grey or red) in indicated cell populations. Data are presented as means ± SEMs. Numbers in parentheses indicate sample numbers. **a** WT + WT > WT (*n* = 12), WT + BIT > WT (*n* = 12), WT + WT> β5t-KO (*n* = 19), and WT + BIT > β5t-KO (*n* = 18). **b** WT + WT > WT (*n* = 12), WT + BIT > WT (*n* = 12), WT + WT> β5t-KO (*n* = 19), and WT + BIT > β5t-KO (*n* = 19). Data are representative of 8 independent experiments. ***P < 0.001, NS, not significant. Statistical analysis was performed using an unpaired two-tailed t-test for comparisons between two groups and one-way ANOVA followed by Šidák’s multiple comparisons test for comparisons among multiple groups. **c** Venn diagrams illustrating unique and shared TCRα CDR3 sequences of CD8^+^ T cells, defined as those detected in at least three of four WT mice (631 sequences), five β5i-KO mice (1389 sequences), and four BIT mice (1901 sequences). **d** Scatter plots illustrating shared and unique TCRα CDR3 sequences of CD8^+^ T cells between BIT and WT mice, BIT and β5i-KO mice, and BIT and β5t-KO mice. Sequences expressed at ≥10 CPM in at least three biological replicates of at least one sample type were included. Scatter plots show normalized values. Numbers of mice analyzed were WT, *n* = 4; β5i-KO, *n* = 5; β5t-KO, *n* = 4; and BIT, *n* = 4. **e** Indicated thymocyte populations from TCR-transgenic Rag1-deficient mice were analyzed by flow cytometry for the surface expression of CD4, CD8, and TCRβ. Data are presented as means ± SEMs. Numbers in parentheses indicate the number of mice analyzed in each group. OT-I, WT (*n* = 7), BIT (*n* = 5); P14, WT (*n* = 8), BIT (*n* = 6); F5, WT (*n* = 9), BIT (*n* = 13). Data are obtained from 5–8 independent experiments. **P < 0.01, NS, not significant. Statistical analysis was performed using an unpaired two-tailed *t*-test. **f** Indicated thymocyte populations from OT-I TCR-transgenic Rag1-deficient mice (WT, *n* = 8; BIT, *n* = 6) were analyzed by flow cytometry for the surface expression of CD4, CD8, TCRβ, CD69, and CCR7. Data are obtained from 3 independent experiments. **P < 0.01. Statistical analysis was performed using an unpaired two-tailed t-test.

### TCR specificity affects susceptibility to BIT hindrance

In the thymic cortex, immature thymocytes are positively selected predominantly by cTECs rather than other cells, including hematopoietic cells such as DCs and neighboring thymocytes^30–32^. Our results demonstrate that thymic hindrance of CD8^+^ T cell development in BIT mice is due to the competition in the thymic cortex between thymoproteasome-expressing cTECs, which are competent to induce T-cell positive selection, and ectopically thymoproteasome-expressing hematopoietic cells, which are incapable of inducing T-cell positive selection (Supplementary Fig. 6). Deep sequencing analysis of TCR CDR3α regions demonstrated that TCR specificities of CD8^+^ T cells in BIT mice were as diverse as those in WT mice, β5i-KO mice, and β5t-KO mice (Supplementary Fig. 7a, b). Importantly, however, the TCR repertoire of CD8^+^ T cells shared in four BIT mice was unequal to, although in part overlapped with, that shared in WT, β5i-KO, or β5t-KO mice (Fig. 7c, d). More interestingly, we noted that β5t-dependent CDR3α sequences, such as those including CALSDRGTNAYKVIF and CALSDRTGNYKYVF, were reduced in CD8^+^ T cells similarly in BIT mice and β5t-KO mice, whereas other β5t-dependent sequences, such as those including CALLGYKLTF and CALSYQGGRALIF, were diminished in CD8^+^ T cells from β5t-KO mice but not BIT mice (Supplementary Fig. 7c). These results suggested that β5t-dependent positive selection was hindered partially in BIT mice.

The direct impact of BIT hindrance on thymoproteasome-dependent positive selection in the thymic cortex further suggested the possibility that the difference in TCR specificity might differently affect susceptibility to the hindrance by thymoproteasome-expressing BIT hematopoietic cells. To test this possibility, we examined BIT hindrance in three different TCR-transgenic RAG1-deficient strains expressing different TCR specificities. We found that CD8^+^ T cell development was highly susceptible to BIT hindrance in OT-I-TCR-transgenic mice, whereas CD8^+^ T cell development in F5-TCR-transgenic or P14-TCR-transgenic mice was resistant to BIT hindrance (Fig. 7e). These results indicate that the difference in TCR specificity affects the susceptibility of CD8^+^ T cell development to BIT-mediated hindrance.

It was previously shown that TCR signal intensity for cortical positive selection is higher in OT-I-TCR than P14-TCR or F5-TCR (OT-I > P14 > F5)^33^, and that the dependency on thymoproteasomes in cTECs is lower in OT-I-TCR than F5-TCR or P14-TCR (OT-I < F5 < P14)^7,34^. Thus, the susceptibility to BIT hindrance may proportionally correlate with TCR signal intensity and inversely with thymoproteasome dependency in cortical positive selection of CD8^+^ T cells. Together, these results support the notion that BIT hindrance reflects the interference of positive selection by endogenously thymoproteasome-expressing cTECs with ectopically thymoproteasome-expressing hematopoietic APCs.

We further found that BIT hindrance in OT-I-TCR-transgenic RAG1-deficient mice was detectable even at the CD4^+^ CD8^+^ TCR^low^ CD69^+^ CCR7^−^ cortical thymocyte stage (Fig. 7f), reinforcing the possibility that BIT hematopoietic cells hinder CD8^+^ T cell positive selection in the thymic cortex.

## Discussion

The present study describes a mouse model in which β5t-containing thymoproteasomes are ectopically expressed instead of β5i-containing immunoproteasomes. By utilizing these animals, we addressed the contribution of the β5t-dependent proteasome switch hypothesis. The proteasome switch hypothesis predicted that cTEC-specific expression of the thymoproteasome would lead to the difference in MHC-I-associated self-peptides expressed by positive-selection-inducing cTECs and negative-selection-inducing medullary APCs, including mTECs, so that positively selected thymocytes would include an optimal array of TCR specificities that could escape from subsequent negative selection in the thymic medulla^11,12,35,36^. It was therefore presumed that the ectopic expression of thymoproteasomes in the thymic medulla would cancel out the effect of differential proteasome expression, thereby enhancing medullary negative selection and compromising CD8^+^ T cell development. Contrary to the presumptive hypothesis, however, our results demonstrate that the ectopic expression of thymoproteasomes in mTECs did not impair thymoproteasome-dependent development of CD8^+^ T cells, indicating that the proteasome switch between cTECs and mTECs is dispensable for thymoproteasome-dependent development of CD8^+^ T cells.

Our results agree with the previously reported results showing that the genetically engineered proteasome switch between the immunoproteasomes expressed by cTECs and the constitutive proteasomes expressed by medullary APCs is not sufficient for the optimal development of CD8^+^ T cells^8^, indicating that the proteasome switch per se does not necessarily promote CD8^+^ T cell development. Nonetheless, the substrate-binding structures are much more different between the thymoproteasomes and the immunoproteasomes than those between the immunoproteasomes and the constitutive proteasomes^4,5,37^. MHC-I-associated peptides between immunoproteasome-expressing cTECs and constitutive proteasome-expressing medullary APCs in the previously engineered β5t^β5i^-knock-in β5i-deficient mice may not be as different and impactful as those between thymoproteasome-expressing cTECs and immunoproteasome-expressing medullary APCs in normal mice. On the contrary, the results presented in this study demonstrate that thymoproteasome-expressing cTECs fully optimize CD8^+^ T cell development even in the presence of thymoproteasome-expressing mTECs and in the absence of the β5t-dependent corticomedullary proteasome switch.

Our results further indicate that ectopically thymoproteasome-expressing hematopoietic cells hinder the positive selection of CD8^+^ T cells in the thymic cortex. This hindrance is dependent on MHC-I molecules expressed by hematopoietic cells and on thymoproteasomes expressed by cTECs. It is likely that the ectopically expressed thymoproteasomes promote the ectopic presentation of thymoproteasome-dependent MHC-I-associated self-peptides by hematopoietic cells, including DCs and neighboring thymocytes, localized in the thymic cortex. In normal mice, these thymoproteasome-dependent peptide-MHC-I complexes are limited to cTECs, which are efficient in inducing the positive selection of MHC-I-restricted CD8^+^ T cells. We propose that thymoproteasome-dependent peptide-MHC-I complexes ectopically expressed by cortical hematopoietic cells include peptide-MHC-I complexes that would compete with thymoproteasome-dependent peptide-MHC-I complexes endogenously expressed by cTECs, which are capable of engaging TCRs expressed by CD4^+^ CD8^+^ thymocytes. Consequently, ectopically thymoproteasome-expressing cortical hematopoietic cells would hinder thymoproteasome-dependent positive selection of CD8^+^ T cells induced by cTECs (Supplementary Fig. S6). We think it is conceivable that thymoproteasome-dependent alteration of MHC-I-associated peptides between cTECs and hematopoietic cells in the normal thymic cortex facilitates thymoproteasome-mediated positive selection of CD8^+^ T cells.

In contrast to endogenously thymoproteasome-expressing cTECs, our results showed that ectopically thymoproteasome-expressing hematopoietic cells did not support positive selection of cortical thymocytes. This may be due to the paucity of adhesion molecules in hematopoietic cells, unlike cTECs^38^. Adhesion molecules including VCAM-1 are abundant in cTECs, likely supporting proximal interactions between cTECs and CD4^+^ CD8^+^ thymocytes to allow TCR engagement by thymoproteasome-dependent self-peptide-MHC-I complexes^38,39^.

It is also interesting to speculate on the fate of cortical thymocytes that interact with ectopically thymoproteasome-expressing hematopoietic cells. These cortical thymocytes may be rapidly engulfed by phagocytes and eventually die in the thymic cortex, similar to unselected CD4^+^ CD8^+^ thymocytes that undergo “death-by-neglect”^40,41^, even though our apoptosis assays did not readily detect their cell death. In this regard, it is interesting to note that even when the positive selection in the light zone of germinal centers is inhibited, the increase in apoptosis of the light zone B cells is not detected while these B cells are destined to die^26^. Alternatively, thymocytes that engage with ectopically thymoproteasome-expressing hematopoietic cells may be diverted to an alternative lineage of thymocyte development, for example, toward the lineage of innate memory cells^42^.

It was previously reported that the systemic overexpression of β5t transgene impaired CD8^+^ T cell development in mice^43^, which partly seems to agree with our results. However, it was also shown that those systemically β5t-overexpressing transgenic mice suffered from reductions in body weight and lifespan, owing to the systemic interference of β5-containing constitutive proteasomes^44^. Thus, it was difficult to specifically discuss the mechanism of impaired CD8^+^ T cell development in those mice. In fact, our attempts to engineer the mouse genome to replace the β5-encoding *Psmb5* sequence with the β5t-encoding *Psmb11* sequence failed to produce live homozygous animals (unpublished results). It is likely that β5t is unable, or hardly able, to replace β5 and maintain the cells systemically in mice. In contrast, the replacement of β5i-encoding *Psmb8* with β5t-encoding *Psmb11* in BIT mice caused neither body weight nor lifespan reduction in the animals. We detected no reduction in the number of APCs, including DCs, B cells, and mTECs, even with the ectopic expression of thymoproteasomes in BIT mice (Supplementary Fig. 8a). Furthermore, BIT mice demonstrated no elevation of inflammatory lesions in various tissues (Supplementary Fig. 8b). Thus, we think it is plausible that β5t can replace β5i to assemble functional thymoproteasomes instead of immunoproteasomes, whereas β5t is unable, or hardly able, to replace β5 in the assembly and/or function of constitutive proteasomes.

Finally, our results indicated that the TCR repertoire of CD8^+^ T cells in BIT mice was as diverse as that in WT, β5i-KO, and β5t-KO mice. 

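To compare the transcriptomes of CD8+ T cells, RNA was sequenced from CD4-CD8+ TCRβ high T cells sorted from 3 WT and 3 BIT mice, with 1 library per mouse. Ribosomal RNA was removed in place of a selection for poly(A), so that unspliced and non-polyadenylated transcripts could also be sequenced. The authors trimmed the reads with Cutadapt, aligned them to GRCm39 with STAR and estimated the number of reads from each gene with RSEM on the Gencode M38 annotation. RSEM divides a read that matches several genes between them, so the deposited values are estimated counts that need not be whole, and near-identical genes share reads. They are not normalized. The 3 WT libraries held 52922675, 50566714 and 39944710 estimated counts, and the 3 BIT libraries held 44755674, 42066225 and 37467678. A gene with 0 counts can thus have a level of up to 0.0567 CPM, the count scaled to the library total, in the deepest library and up to 0.0801 CPM in the shallowest, limits that cover counting error only. The sample labels give the source as lymph nodes but name lymph nodes and spleens in their protocol, whereas the paper names lymph nodes. The labels also give all 6 mice as male, but the library of WT replicate 3 held 66626 counts of *Xist* and 0 counts of 4 Y-linked genes. From the deposited counts, rounded to whole numbers, genes with enough counts were kept with edgeR's filterByExpr, the libraries were quantile-normalized, and WT and BIT mice were compared with limma-voom, the normalization and the algorithm that the paper names. A gene was counted as changed at a Benjamini-Hochberg adjusted p below 0.01 and a change of more than 2-fold, after the axis of Supplementary Fig. 9b, which is on the FDR, whereas its legend gives P. The paper's text does not name its filter on low counts, nor the batch behind the axis label of Supplementary Fig. 9c, and no batch entered the comparison.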

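Of the 78275 genes in the deposited table, 16105 had enough counts to be compared. Pearson correlations of log2 CPM between libraries, taken across genes, which are not independent replicates, were between 0.973 and 0.985 for mice of the same genotype and between 0.966 and 0.98 for a WT and a BIT mouse. The fitted change lay within 2-fold in 95.9% of the genes. By limma-voom with Benjamini-Hochberg adjustment, 4 genes were changed in BIT CD8+ T cells, 1 higher and 3 lower. An adjusted p below 0.05 was reached by 22 genes. With each mouse left out, that number was between 1 (without WT replicate 1) and 37 (without WT replicate 3), and it was 125 with DESeq2. At an unadjusted p below 0.05 there were 1380 genes, and 116 genes had an unadjusted p below 0.01 and a change of more than 2-fold. Among the other tools and filters on the same threshold, DESeq2 moved the number of changed genes most, to 29. Without WT replicate 1 or without WT replicate 2, 1 gene was changed, and without BIT replicate 2 or without BIT replicate 3, 2 genes were changed. The first principal component, with 34.4% of the variance, separated replicate 3 of both genotypes (scores of 54.6 for WT and 28.6 for BIT) from replicates 1 and 2 (scores between -36.5 and -3.31). With replicate 3 entered as a batch, 9 genes were changed, and in replicates 1 and 2 alone 16 genes were changed, both comparisons being chosen after seeing the data. Replicate 3 alone has 1 library per genotype and gives no test.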

Transcriptomic and functional analyses also showed that CD8^+^ T cells generated in BIT mice appeared conventional and were not remarkably altered from WT CD8^+^ T cells (Supplementary Fig. 9). However, the results also showed that the repertoire of CD8^+^ T cells in BIT mice was unequal to, although partially overlapped with, that in WT, β5i-KO, and β5t-KO mice. We previously reported that the TCR repertoire of CD8^+^ T cells was altered in β5t-deficient mice in comparison with that in WT mice^14^. Interestingly, our results further suggested that β5t-dependent positive selection was partially hindered in BIT mice. However, it is important to note that BIT mice exhibited no signs of autoimmune inflammatory lesions in a variety of organs (Supplementary Fig. 8b), like β5t-deficient mice^7^. This is likely due to unimpaired machinery for T-cell self-tolerance, including the deletion of self-reactive T cells and the generation of regulatory T cells^1,2,45,46^, in the thymic medulla and the periphery in β5t-deficient mice and BIT mice. Indeed, we previously showed that the lack of β5t did not aggravate autoimmune disease in mice lacking RelB-dependent mTECs^14^.

In conclusion, the present results demonstrate that the ectopic expression of thymoproteasomes in mTECs does not compromise the thymoproteasome-dependent positive selection of CD8^+^ T cells, arguing against the proteasome switch hypothesis for the mechanism of thymoproteasome-dependent CD8^+^ T cell development. The thymoproteasome controls CD8^+^ T-cell development without a proteasome switch between the positive selection-inducing thymic cortex and the negative selection-inducing thymic medulla. Our results further point to a novel mechanism of thymoproteasome-dependent CD8^+^ T cell development, in which the alteration of MHC-I-associated peptides between cTECs and hematopoietic cells in the thymic cortex facilitates thymoproteasome-mediated positive selection of CD8^+^ T cells. These findings have significant implications for advancing our understanding of the mechanisms underlying T cell positive selection by highlighting the contribution of previously unknown mechanisms in securing the unique capability of cTECs, rather than other cortical APCs, to induce positive selection in the thymic cortex.

## Methods

### Mice

C57BL/6 (B6) mice and B6-CD45.1 (B6.SJL-*Ptprc*^*a*^*Pepc*^*b*^) mice were obtained from The Jackson Laboratory. B6 mice were also obtained from Charles River Laboratories. β5t-deficient mice^4,17^, β5i-deficient mice^19^, TCRα-deficient mice^47^, Rag1-deficient mice^48^, β2m-deficient mice^49^, I-A^b^-deficient mice^50^, Rosa26^INDIA^-knockin mice^26^, *pLck*-Bcl2-transgenic mice^28^ were previously described. All mice were backcrossed to the B6 background and maintained in our animal facility. Mice were maintained under specific pathogen-free conditions on 12-h light-dark cycle at 20–26 °C with 30–70% humidity in accordance with US National Institute of Health guidelines. All mouse experiments were performed under consent by the NCI at Frederick Animal Care and Use Committee of the National Cancer Institute (ASP21-431, ASP21-432, and EIB-076).

### Engineering of BIT mice

Guide RNAs targeting around the first and last protein-coding exons of *Psmb8* were designed using sgRNA Scorer 2.0^51^ and tested for in vitro cutting activity in P19 cells^52^ with candidates #718, #727, and #759 subsequently selected for mouse editing experiments (Supplementary Table 1). To generate the mice in which only the first protein exon of *Psmb8* was replaced by *Psmb11* (BIT#1, Supplementary Fig. 1), a plasmid donor was made containing ~500 bp of homology on the 5’ and 3’ ends of the first protein coding exon, along with *Psmb11* cDNA sequence. 

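The mouse *Psmb8* gene lies on chromosome 17 of GRCm39 from 34416690 to 34420428 on the plus strand. Its canonical transcript in Gencode M39 has 6 exons. Exon 1 runs from 34416690 to 34417519, with 683 bases of 5′ untranslated region followed by 147 coding bases from the start codon at 34417373. The sequence of guide RNA #718, GCAGAGTCGACGGATCTTCG, is found at 34417340 to 34417359 on the plus strand and is followed by the motif GGG. Counted from the first base of the start codon, the cut that Cas9 makes 3 bases from the motif falls at -17, in the untranslated part of exon 1. Guide RNA #759, TCCGGAGCTCGCACTTCCCC, is found at 34417489 to 34417508 on the plus strand and is followed by GGG, and its cut falls at 132, in the coding part of exon 1. Each sequence occurs exactly 1 time in the genome next to an NGG motif. At 1 or 2 mismatches 0 further sites were found for either guide RNA, and at 3 mismatches 2 sites were found for #718 and 0 for #759. The reference around the site of #718 reads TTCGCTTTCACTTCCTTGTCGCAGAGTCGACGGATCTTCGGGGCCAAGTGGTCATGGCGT from 34417320 to 34417379. Around the site of #759 it reads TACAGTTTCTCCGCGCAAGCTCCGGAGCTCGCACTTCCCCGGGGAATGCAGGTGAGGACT from 34417469 to 34417528.

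**Figure D1:**
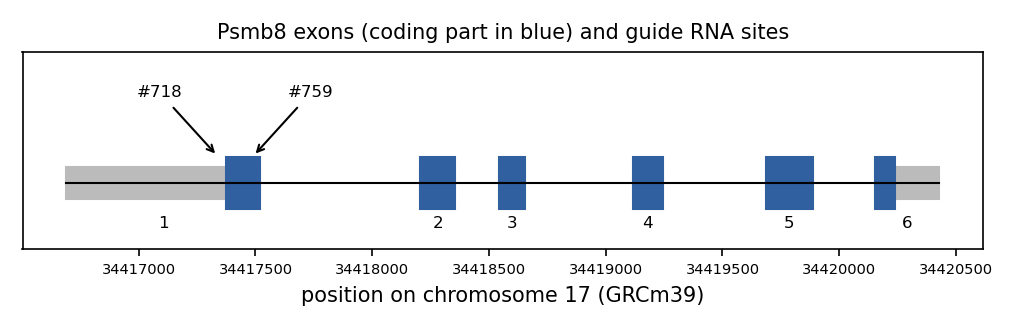
Map of *Psmb8* along chromosome 17 of GRCm39, with the horizontal axis in base positions. Boxes are the 6 numbered exons with their coding part in blue, and arrows mark the sites of guide RNAs #718 and #759, which both lie in exon 1.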

Briefly, this was done by isothermal assembly^53^ using a synthesized DNA fragment (Twist Biosciences) and the pGMC00018 (Addgene #195320) plasmid. Upon sequence verification of the cloned plasmid using Sanger sequencing, single-stranded DNA (pAG0016-ssDNA) was generated using the Guide-it Long ssDNA Production System (Takara). Synthetically modified versions of candidates #718 and #759, obtained from Synthego, were then complexed with recombinant Cas9 protein and ssDNA donor and microinjected into B6 mouse embryos using methodology previously described^54^. Similarly, for the generation of BIT#2 mice (Supplementary Fig. 1), modified versions of guide RNAs #718 and #727 were complexed with recombinant Cas9 protein and an ssDNA donor (pAG0017-ssDNA) containing ~500 bp of homology to sequence 5’ of the first protein coding exon and 3’ of the last protein coding exon along with *Psmb11* cDNA and microinjected into B6 mouse embryos as described above.

### Bone marrow chimeric mice

Bone marrow chimeric mice were generated by transplanting lethally irradiated mice (9.5 Gy) with 2.5 × 10^6^ T cell-depleted bone marrow cells. For mixed chimeras, recipients received a 1:1 mixture of bone marrow cells from two donor genotypes, totaling 2.5 × 10^6^ cells per recipient. Cells from two kinds of bone marrow cells and from recipient mice were distinguished by the preparation of chimeric mice using the combination of B6, B6-CD45.1, and their F1 mice and the identification of CD45.1^+^CD45.2^−^, CD45.1^−^CD45.2^+^, and CD45.1^+^CD45.2^+^ cells by using monoclonal antibodies specific for CD45.1 and CD45.2. Mice were maintained on antibiotic-supplemented water for 2 weeks post-transplantation. Thymocytes and splenocytes were analyzed 6–8 weeks after the reconstitution.

### Flow cytometry and cell sorting

For the analysis of thymocytes and splenocytes, cells were stained with antibodies specific for anti-mouse CD8α (clone 53–6.7, BioLegend, cat#100725, 1:100), CD4 (clone RM4-5, BioLegend, cat#100512, 1:100), TCRβ (clone H57-597, BioLegend, cat#109218, 1:50), CD69 (clone H1.2F3, BioLegend, cat#104507, 1:100), and CCR7 (clone 4B12, R&D Systems, FAB3477R-100UG, 1:100). Staining for CCR7 was performed at 37 °C for 30 min. For the analysis of DCs and B cells, cells were stained with antibodies specific for anti-mouse CD11c (clone N418, eBioscience, cat#47-0114-B2, 1:100) and CD19 (clone 1D3, eBioscience, cat#50-0193-82, 1:100), respectively. For the detection of MHC class I molecules, cells were stained with antibodies specific for H-2K^b^ (clone AF6-88.5, BioLegend, cat#116512, 1:100) and H-2D^b^ (clone 28-14-8, eBioscience, cat#12-5999-82, 1:100).

For the analysis of thymic epithelial cells (TECs), thymus tissues were minced and digested with 1 unit/ml Liberase TM (Roche, cat#5401119001) in the presence of 0.01% DNase I (Roche, cat#1010415900). Cells were stained with antibodies specific for anti-mouse CD45 (clone 30-F11, BioLegend, cat#103134, 1:40), EpCAM (clone G8.8, BioLegend, cat#118216, 1:200), and Ly51 (clone 6C3, BioLegend, cat#108312, 1:200), and for reactivity with UEA-1 (Vector Laboratories, cat#DL-1067, 1:200)^55^.

For the detection of intracellular β5t and cleaved caspase-3, cells were fixed and permeabilized using Foxp3/Transcription Factor Staining Buffer Set (eBioscience, cat#00-5523-00) in accordance with the manufacturer’s protocol. Cells were stained with monoclonal antibody specific for β5t (CPTC-PSMB11(mouse)−1, Antibody Characterization Program of the National Cancer Institute, https://antibodies.cancer.gov/browse) or cleaved caspase-3 (clone C92-605.rMAb, BD Pharmigen, cat#570185, 1:100).

For the detection of transcription factors in T cells, lymph node cells were surface-stained for TCRβ, CD4, and CD8, fixed and permeabilized with using Foxp3/Transcription Factor Staining Buffer Set (eBioscience, cat#00-5523-00) and stained with fluorescence-conjugated ThPOK (clone T43-94, BD Bioscience, cat#565500, 1:50), and Runx3 (clone R3-5G4, BD Bioscience, cat#564814, 1:25).

Flow cytometric analysis was performed on FACS LSR II or FACS Fortessa (BD Biosciences). Cell sorting was performed on FACSAria SORP (BD Biosciences). Prior to the sorting of TECs, CD45-negative cells were enriched using Mouse CD45 MicroBeads (Miltenyi Biotec, cat#130-052-301). Dead cells were excluded by forward light-scatter gating and staining with propidium iodide for freshly prepared cells or Fixable Ghost Dye (Cytek Biosciences) for fixed cells. Data were analyzed by using FlowJo FACS Analysis software (BD Biosciences). Flow cytometric gating strategies are shown in Supplementary Figure 10. Additional information for antibodies used in this study is listed in Supplementary Table 2.

### Fluorescence resonance energy transfer detection

Fluorescence resonance energy transfer (FRET) signal in cells from Rosa26^INDIA^-knockin mice was measured using excitation of mNeonGreen (donor fluorophore) and emission of both mNeonGreen and mRuby2 (acceptor fluorophore). FRET^+^ alive and FRET^−^ early apoptotic cells were defined based on the ratio of mNeonGreen to mRuby2 fluorescence among DAPI^negative^ cells and analyzed by flow cytometry, as previously described^26,27^.

### Immunoblot analysis

Cell lysates in RIPA lysis buffer (Thermo Fiser, cat#89900) supplemented with protease inhibitors (Cell Signaling, cat#5872) were clarified by centrifugation at 16,000 × *g* at 4 °C for 20 min. Protein concentration was measured with a BCA protein assay kit (Pierce). Total protein (100 μg) was denatured in SDS protein gel loading solution (Quality Biological) supplemented with 10 mM DTT at 95 °C for 10 min. Equal amounts of total proteins were electrophoresed in 12% NuPAGE Tris-glycine gels (Thermo Fisher) at 150 V for 2 h. The gels were transferred to positively charged PVDF membranes at 20 V for 7 min. The membranes were blocked with 5% (w/v) nonfat milk in TBST (25 mM Tris, 150 mM NaCl, 0.05% Tween 20, pH 7.2) and probed with either anti-β5t antibody (polyclonal rabbit antiserum, 1:1000)^4,56^ or anti-β5i antibody (rabbit D1K7X, Cell Signaling, cat#13635S, 1:1000) at 4 °C overnight, followed by washing with TBST and incubation with horseradish peroxidase-conjugated anti-rabbit IgG antibody (1:2500) at room temperature for 1 h. Membranes were also probed with horseradish peroxidase-conjugated anti-β-actin antibody (clone 2A3, Santa Cruz, cat#sc-517582HRP, 1:1000). Horseradish peroxidase activity was visualized with a chemiluminescent substrate (Thermo Fisher).

### Quantitative RT-PCR analysis

Total cellular RNAs extracted from TECs, dendritic cells, and B cells sorted from the thymus were reverse-transcribed (RT) with PrimeScript RT Master Mix (Takara). Quantitative real-time PCR was performed using SYBR Premix Ex Taq (Takara) and QuantStudio 6 Flex Real-time PCR System (Applied Biosystems). Amplified products were confirmed to be single bands in gel electrophoresis. Gene expression values were normalized to those of the *Gapdh* housekeeping gene.

### TCR sequencing analysis

Deep sequencing analysis of the TCRα CDR3 region was performed as previously described^14,57^. Briefly, 10⁶ CD8⁺ T cells were sorted from lymph nodes and spleens of WT, β5i-KO, β5t-KO and BIT mice (9–12 weeks old, male, *n* = 4–5 individual mice per group, >98% purity). RNA extraction and library preparation followed the procedures described previously^14^. TCR sequences were analyzed as previously reported, based on the predicted amino acid sequence of the CDR3 region. Highly confident and recurrently expressed CDR3 clones were selected for further analysis. Reads were normalized to counts per million (CPM), and only CDR3 clones present at ≥10 CPM in at least three biological replicates of at least one sample type were included^57^. Analysis was performed using MiXCR, Venny (v2.1), Python (v3.11.5) with packages NumPy, Pandas and matplotlib, and R (v4.3.1) using the EdgeR package. The data have been deposited in the Gene Expression Omnibus (GEO). The GEO accession ID is GSE322772.

### Immunofluorescence analysis of tissue sections

Thymus and spleen tissues were fixed with 4% paraformaldehyde and sliced into 10-μm-thick sections. The sections were stained with antibodies specific for Aire (clone 5H12, Invitrogen, cat#0-5934-82, 1:100), CD11c (clone N418, Biolegend, cat#117312, 1:100), CD3 (clone 17A2, eBioscience, cat#14-0032-82, 1:100), and B220 (clone RA3-6B2, BD Biosciences, cat#553090, 1:100). Images were obtained by using Nikon Eclipse Ti2 microscope (Nikon) and CSU-W1 spinning disk scanner (Yokogawa) with Hamamatsu Orca Flash 4.0 camera and analyzed with NIS-Elements software (Nikon) and ImageJ software (National Institutes of Health).

### Histopathological analysis

Tissues were fixed with 10% phosphate-buffered formalin (pH 7.2, Sigma). Paraffin sections were stained with hematoxylin and eosin (Histoserve). Images were analyzed by Zeiss ZEN (Zeiss). Pathological score was determined as follows: a score of 0 indicates no inflammation; 1 indicates slight inflammation with one to five foci, where each focus is composed of more than 20 mononuclear cells; 2 indicates moderate inflammation with more than five such foci but without significant parenchymal damage; and 3 indicates severe inflammation resulting from the degeneration of parenchymal tissue with lymphocyte infiltration^58^.

### In vivo T cell proliferation analysis

T cells (CD45.1^−^CD45.2^+^) purified from lymph nodes using a Pan T Cell Isolation Kit II (Miltenyi Biotec) were labeled with 0.5 μM Cell Trace Violet (Invitrogen) and injected intravenously into host B6 (CD45.1^+^CD45.2^−^) mice that were exposed to 6 Gy sublethal irradiation the previous day. The mice were analyzed six days after injection.

### RNA sequencing analysis of T cells

Total RNA from CD4^-^CD8^+^ T cells sorted from lymph nodes was extracted using an RNeasy Plus Mini Kit (Qiagen, cat#74034). RNA quality was assessed using a Bioanalyzer (Agilent). The library was prepared using a Stranded Total RNA Prep Ligation with Ribo-Zero Plus for sequencing (Illumina). Paired-end sequencing (length: 100 base pairs) was performed on a NextSeq 2000 (Illumina). Sequencing reads were trimmed using Cutadapt and aligned to the mouse reference genome (GRCm39) with a STAR aligner 85, and raw count data were generated using RSEM based on Gencode M38. For differential gene expression analysis, raw counts were normalized by quantile normalization, and statistical analysis was performed using the limma-voom algorithm. The data have been deposited in the Gene Expression Omnibus (GEO). The GEO accession ID is GSE319325.

### Statistical analysis

Statistical analysis was performed using GraphPad Prism 10 (GraphPad Software). For comparisons between two groups, an unpaired two-tailed Student’s *t* test was used. For experiments involving three or more groups, one-way ANOVA followed by Dunnett’s multiple comparisons test (for comparisons with WT) or Šídák’s multiple comparisons test (for multiple pairwise comparisons) was applied. For datasets with excessive zero values, non-parametric tests (Kruskal–Wallis) followed by Dunn’s multiple comparisons test were applied. *P* values of 0.05 or lower were considered statistically significant. All values are presented as means ± standard error of the means. Sample sizes (*n*) are indicated in the figures.

### Reporting summary

Further information on research design is available in the Nature Portfolio Reporting Summary linked to this article.

## Supplementary information

Supplementary Information

Reporting Summary

Transparent Peer Review File

## Source data

Source Data

## Data Availability

RNA-sequencing datasets are available in the Gene Expression Omnibus (GEO) with the accession IDs GSE319325 and GSE322772. Reagents are listed in Supplementary Table 2. The raw numbers for charts and graphs, as well as uncropped blot scans, are available in the Source Data file. All data are available from the corresponding author upon reasonable request. Source data are provided with this paper.

# Supplementary material for: Proteasome alteration between epithelial and hematopoietic cells facilitates positive selection of CD8 T cells
**Source:** Nat Commun. 2026 Apr 27;17:5780. doi: 10.1038/s41467-026-72411-x
**Supplement:** Supplementary file 1 — Supplementary Information

## **Supplementary Information**

Title:

Proteasome alteration between epithelial and hematopoietic cells facilitates positive selection of CD8 T cells

Authors:

Mami Matsuda-Lennikov, Jamie-Jean De La Torre, Todd Snow, Jacqueline Battaile, Felix Kalle-Youngoue, Alison Jacques, Aya Ushio, Akihide Shimizu, Miho Shinzawa, Christian T. Mayer, Parirokh Awasthi, Raj Chari, Izumi Ohigashi, Shigeo Murata, Yousuke Takahama

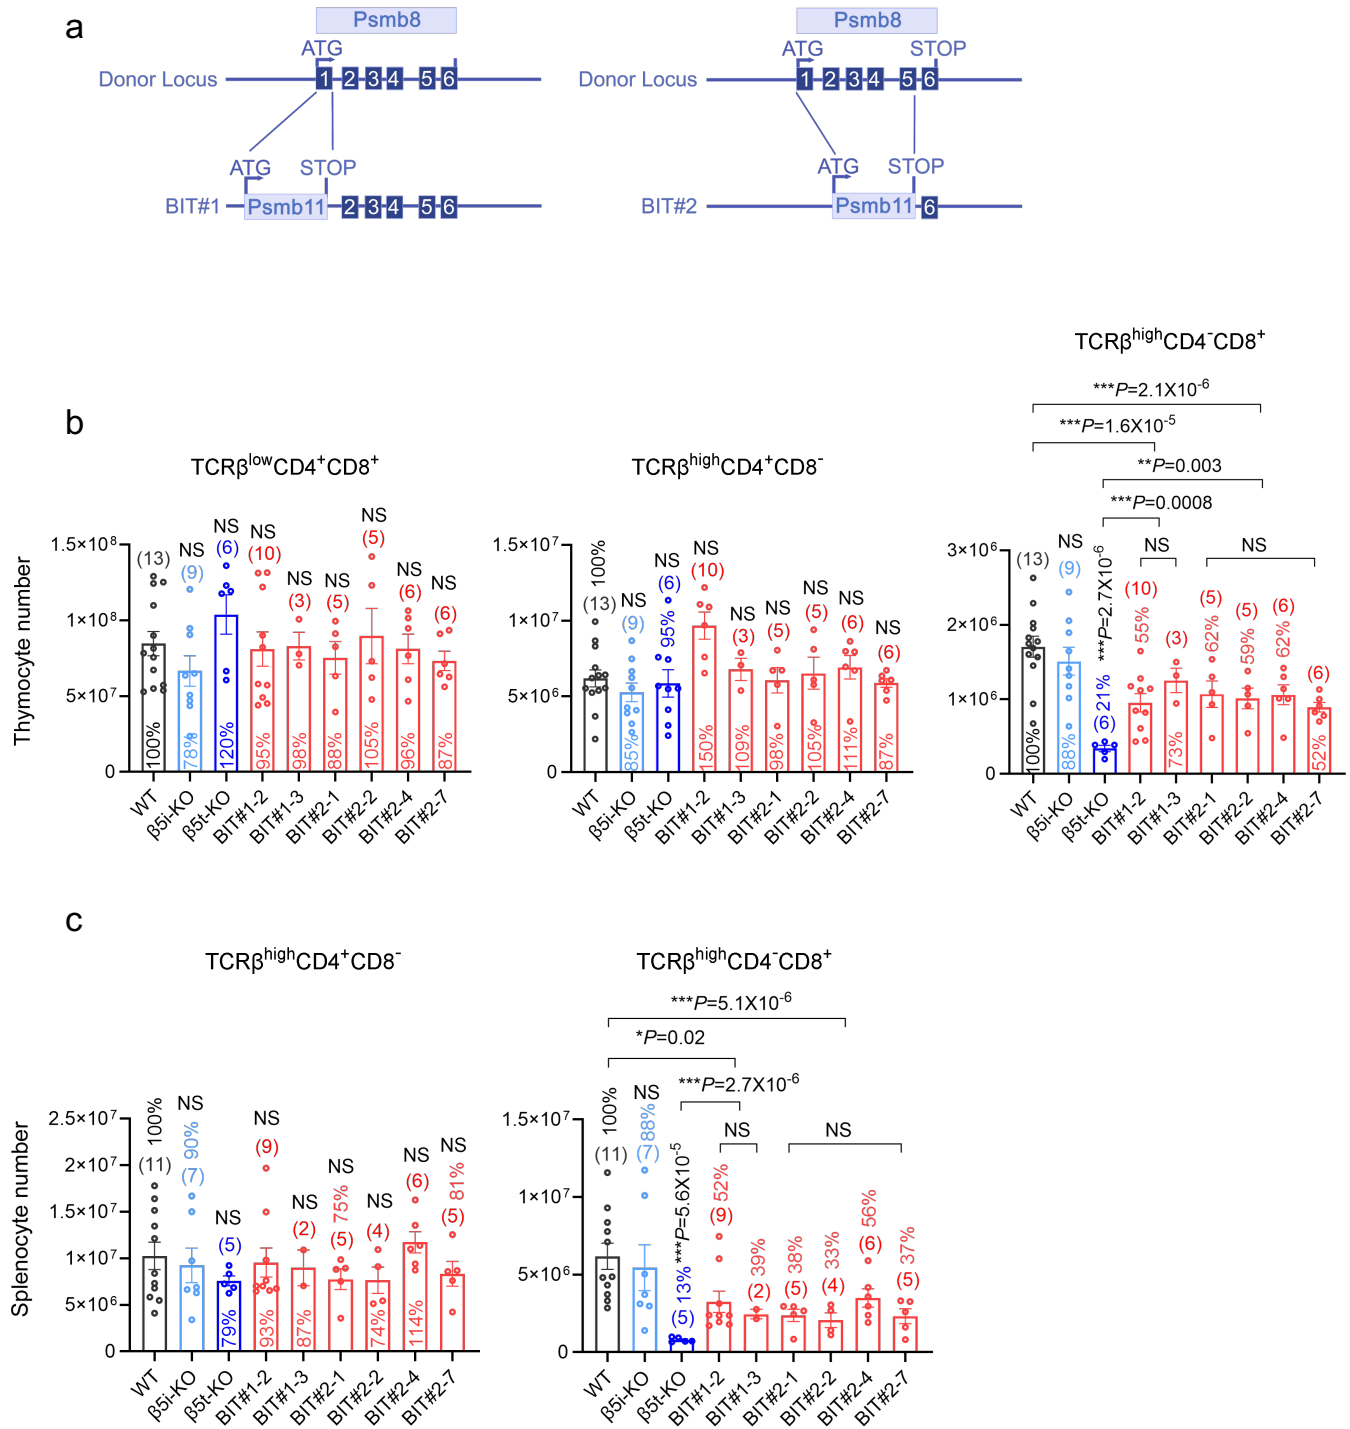

**Supplementary Figure 1. Two different genomic modifications and six independent lines of BIT mice.**

**a.** Scheme for engineering  $\beta 5i^{\beta 5t}$  (BIT) alleles.  $\beta 5t$ -encoding *Psmb11* sequence was inserted either within exons 1 (left, BIT#1 as in Fig. 1a) or between exons 1 and 5 (right, BIT#2) of  $\beta 5i$ -encoding *Psmb8* gene in the mouse genome.

**b.** and **c.** Absolute numbers (per mouse) of indicated populations of thymocytes (**b**) and splenocytes (**c**) from indicated mice at 4 to 6 weeks old. Bar graphs represent means  $\pm$  standard errors. Dots represent the data from individual mice. Numbers in parentheses indicate the numbers of independent mice examined per group. **b.** WT,  $n=13$ ;  $\beta 5i$ -KO,  $n=9$ ;  $\beta 5t$ -KO,  $n=6$ ; BIT#1-2,  $n=10$ ; BIT#1-3,  $n=3$ ; BIT#2-1,  $n=5$ ; BIT#2-2,  $n=5$ ; BIT#2-4,  $n=6$ ; BIT#2-7,  $n=6$ . **c.** WT,  $n=11$ ;  $\beta 5i$ -KO,  $n=7$ ;  $\beta 5t$ -KO,  $n=5$ ; BIT#1-2,  $n=9$ ; BIT#1-3,  $n=2$ ; BIT#2-1,  $n=5$ ; BIT#2-2,  $n=4$ ; BIT#2-4,  $n=6$ ; BIT#2-7,  $n=5$ . Data from 2-10 independent experiments are shown. Statistical analysis was performed using one-way ANOVA followed by Dunnett's multiple comparisons test. \* $P < 0.05$ ; \*\* $P < 0.01$ ; \*\*\* $P < 0.001$ ; NS, not significant.

**a**

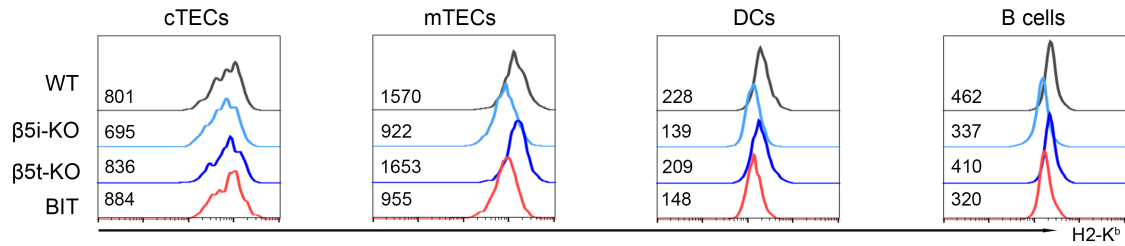

**b**

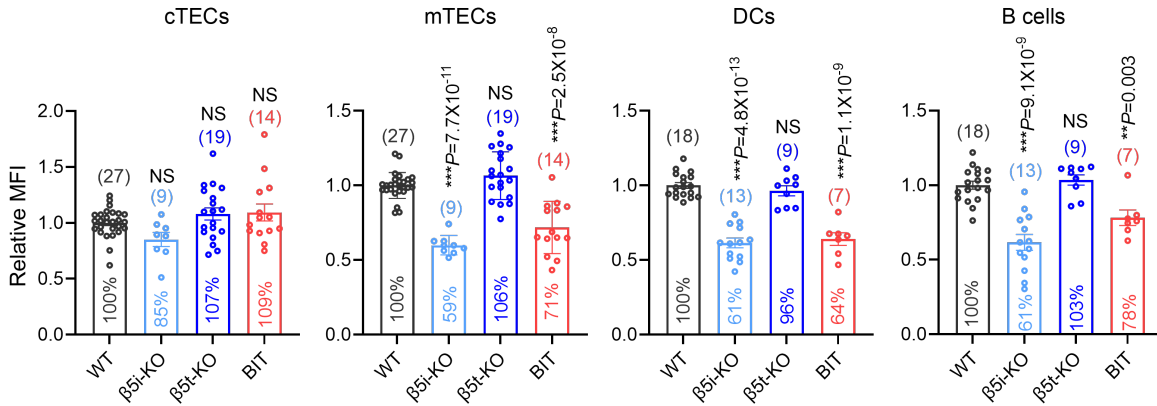

**c**

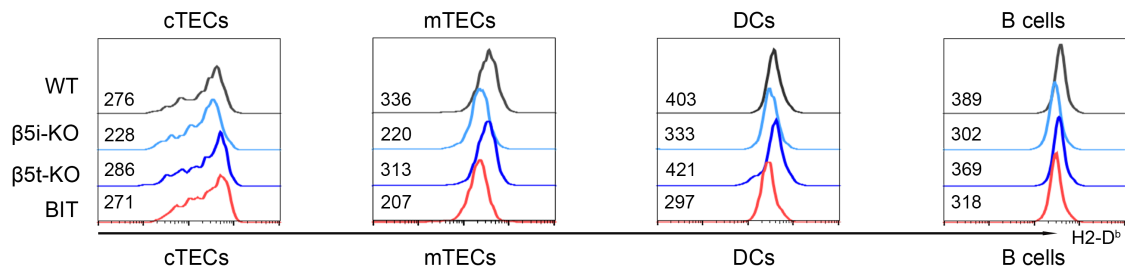

**d**

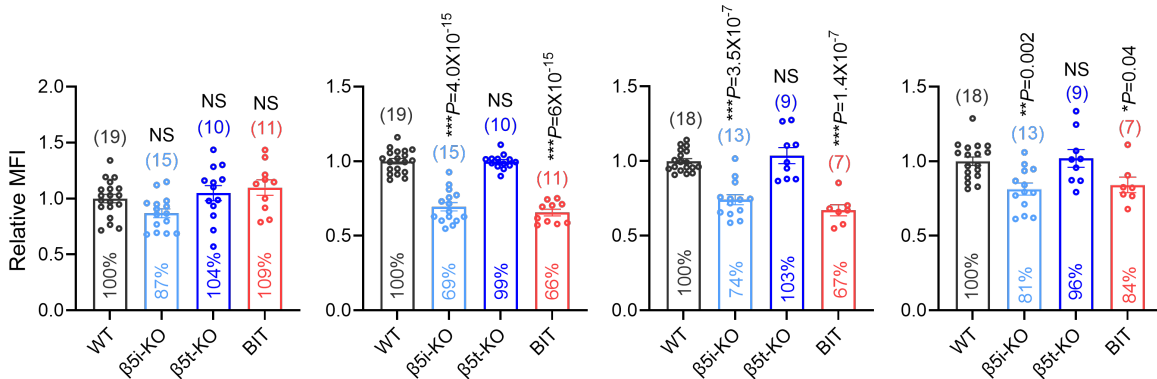

## Supplementary Figure 2. MHC-I expression by thymic APCs in BIT mice.

**a.** and **b.** Flow cytometric analysis of surface MHC-I expression (H2-K<sup>b</sup>) in indicated cells from the thymus of indicated mice.

**c.** and **d.** Flow cytometric analysis of surface MHC-I expression (H2-D<sup>b</sup>) in indicated cells from the thymus of indicated mice.

Shown are representative histograms and individual mean fluorescence intensities (MFIs) (**a**, **c**) as well as means ± standard errors (sample numbers) of relative MFIs (**b**, **d**).

**b.** and **d.** Dots represent the data from individual mice. Numbers in parentheses indicate the numbers of independent mice examined per group. **b.** cTECs and mTECs; WT, n=27; β5i-KO, n=9; β5t-KO, n=19; BIT, n=14. DCs and B cells; WT, n=18; β5i-KO, n=13; β5t-KO, n=9; BIT, n=7. **d.** cTECs and mTECs; WT, n=19; β5i-KO, n=15; β5t-KO, n=10; BIT, n=11. DCs and B cells; WT, n=18; β5i-KO, n=13; β5t-KO, n=9; BIT, n=7. Data from 9-15 independent experiments are shown. Statistical analysis was performed using one-way ANOVA followed by Dunnett's multiple comparisons test. \*P < 0.05; \*\*P < 0.01; \*\*\*P < 0.001; NS, not significant.

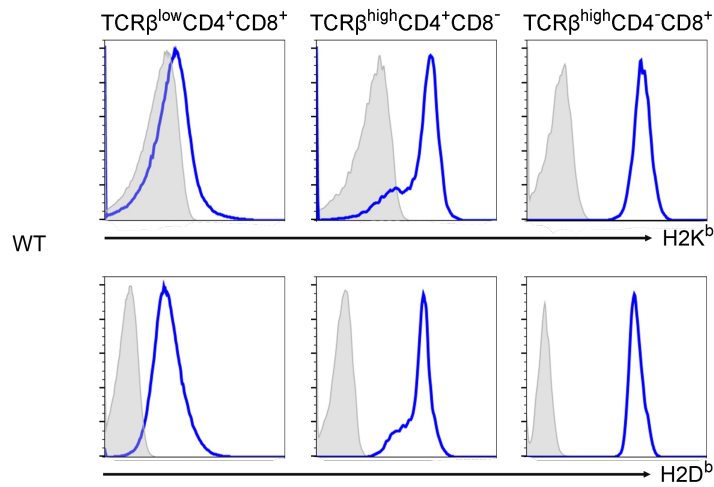

**Supplementary Figure 3. MHC-I expression by developing thymocytes.**

Flow cytometric analysis of surface MHC-I expression in indicated cell populations from the thymus of indicated mice. Gray histograms represent unstained controls. Data are representative of three independent experiments.

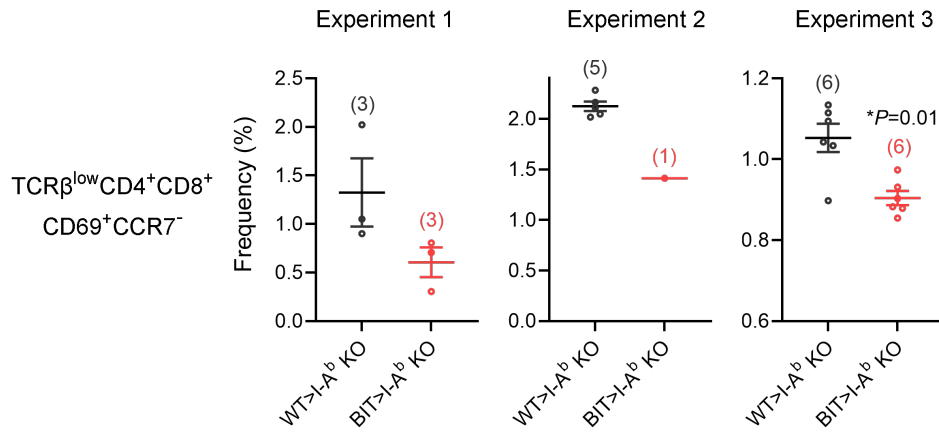

**Supplementary Figure 4. CD8 $^+$  T cell development in BIT mice is impaired as early as in cortical thymocytes.**

Thymocytes isolated from indicated bone marrow chimeric mice were analyzed by flow cytometry eight weeks after reconstitution. Shown is the frequency (means  $\pm$  standard errors) of indicated cell populations in individual thymuses. Data from three individual bone marrow chimera preparations are plotted separately. Dots represent the data from individual mice. Experiment 1 (WT, n=3; BIT, n=3), experiment 2 (WT, n=5; BIT, n=1), and experiment 3 (WT, n=6; BIT, n=6). Numbers in parentheses indicate the numbers of independent mice examined per group. Data from 3 independent experiments are shown. Statistical analysis was performed using an unpaired two-tailed t-test. \*P < 0.05.

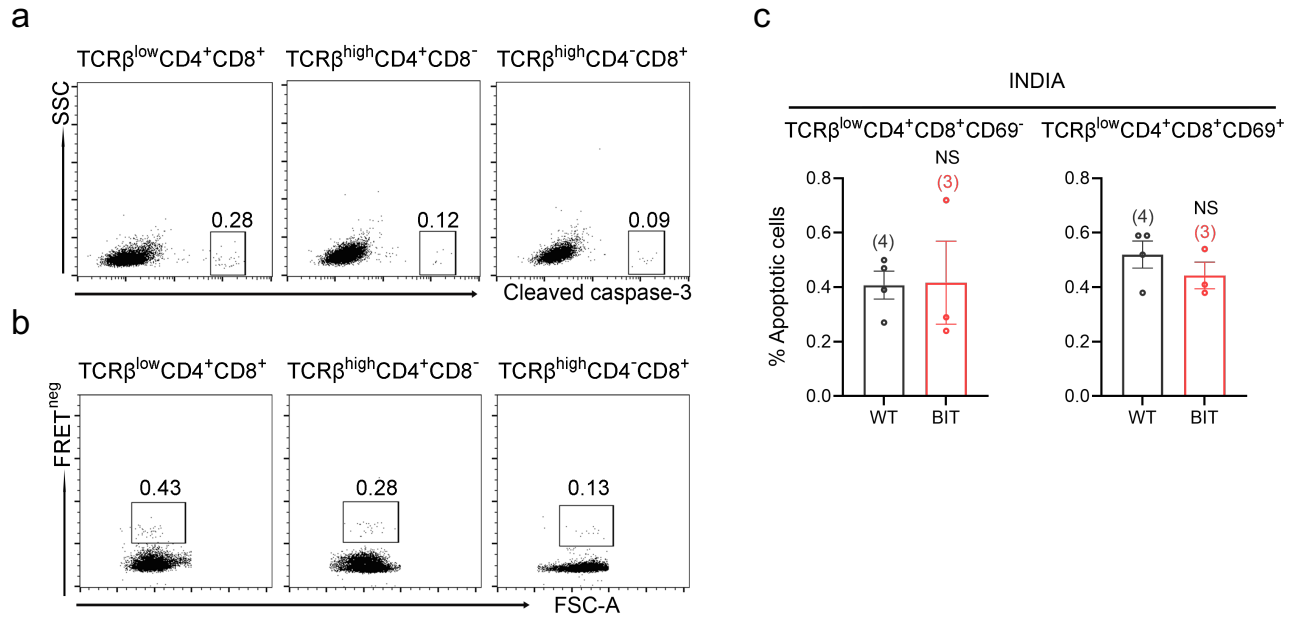

**Supplementary Figure 5. Detection of apoptotic thymocytes in BIT mice.**

**a.** Representative flow cytometric profiles for the detection of cleaved caspase-3 in thymocytes.

**b.** Representative flow cytometric profiles for the detection of FRET-negative caspase 3-active cells in INDIA thymocytes. Numbers above boxes indicate percentage of cells in indicated areas.

**c.** Frequency of FRET-negative caspase 3-active cells in indicated thymocyte populations of INDIA mice. Dots represent the data from individual mice. Numbers in parentheses indicate the numbers of independent mice examined per group (WT, n=4; BIT, n=3). Data from three independent experiments are shown. Statistical analysis was performed using an unpaired two-tailed t-test. NS, not significant. CCR7 was excluded from this analysis because CCR7 staining requires incubation at 37 °C, affecting INDIA FRET profiles.

### Cortical positive selection

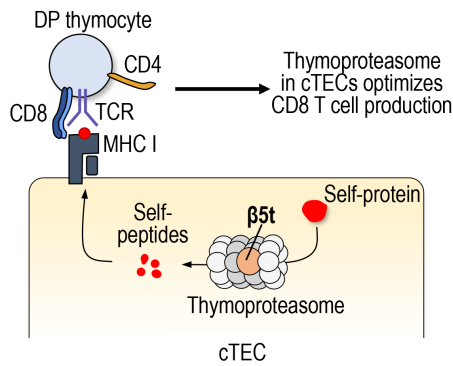

### Ectopic $\beta 5t$ hindrance of cortical positive selection

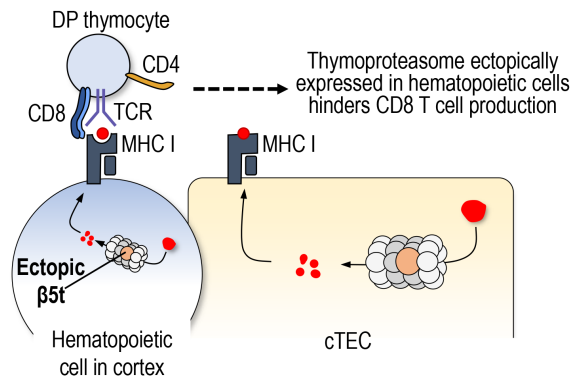

### Supplementary Figure 6. Scheme for BIT hindrance.

In normal thymic cortex (left), thymoproteasome-expressing cTECs present peptide-MHC-I complexes that efficiently mediate the positive selection of CD8<sup>+</sup> T cells. In BIT mice (right), ectopic expression of thymoproteasomes in hematopoietic cells results in the presentation in the thymic cortex of thymoproteasome-dependent peptide-MHC-I complexes, which interfere with the positive selection by competing with cTEC-mediated engagement of TCRs expressed by CD4<sup>+</sup>CD8<sup>+</sup> thymocytes.

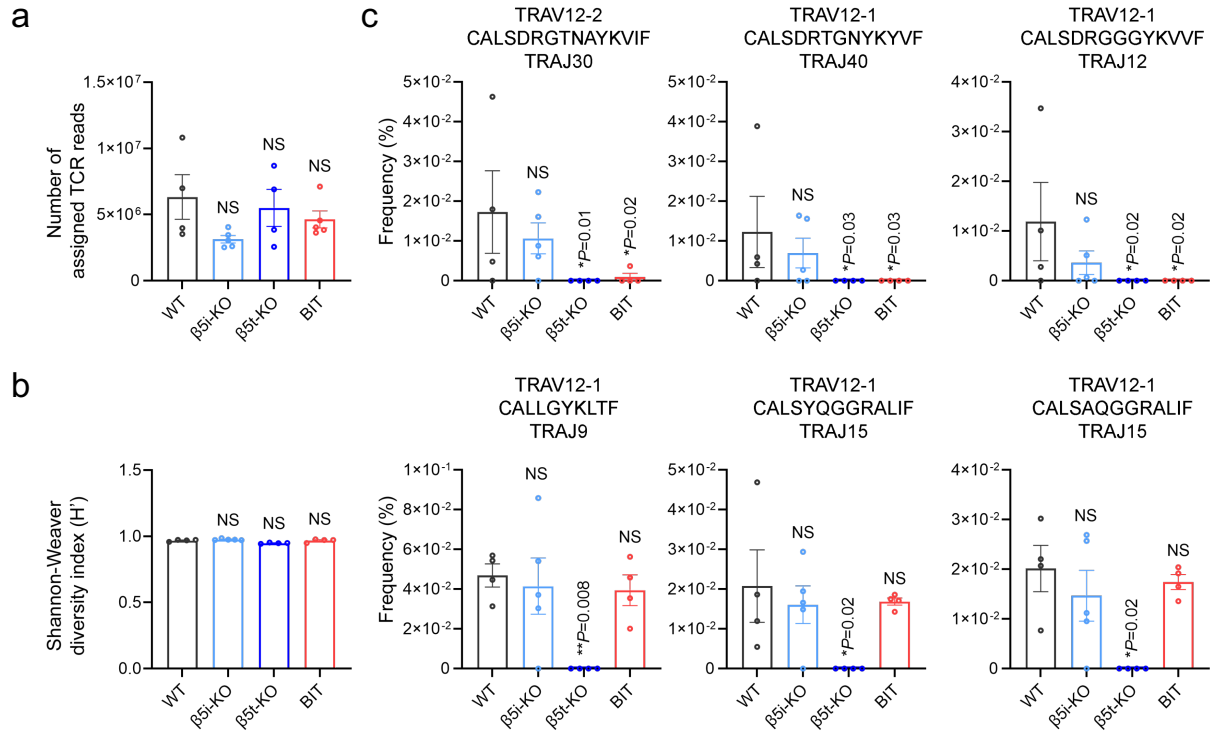

### Supplementary Figure 7. TCR sequencing analysis of BIT mice.

**a.** Numbers (means and SEMs,  $n=4-5$  in five independent measurements) of TCR $\alpha$  CDR3 sequences assigned to in-frame V-J rearranged TCRA in  $10^6$  CD8 $^+$  T cells from four to five individual mice.

**b.** Shannon-Weaver diversity indexes of TCR $\alpha$  CDR3 diversity in CD8 $^+$  T cells from indicated mice.

**c.** Representative  $\beta 5t$ -dependent TCR $\alpha$  CDR3 sequences in CD8 $^+$  T cells that are susceptible (top) and resistant (bottom) to BIT hindrance.

Dots represent the data from individual mice (WT,  $n = 4$ ;  $\beta 5i$  KO,  $n = 5$ ;  $\beta 5t$  KO,  $n = 4$ ; BIT,  $n = 4$ ). Each dot represents an individual mouse. Statistical analysis was performed using one-way ANOVA followed by Dunnett's multiple comparisons test (**a**, **b**) and Kruskal-Wallis test followed by Dunn's multiple comparisons test (**c**). \*P < 0.05; \*\*P < 0.01; NS, not significant.

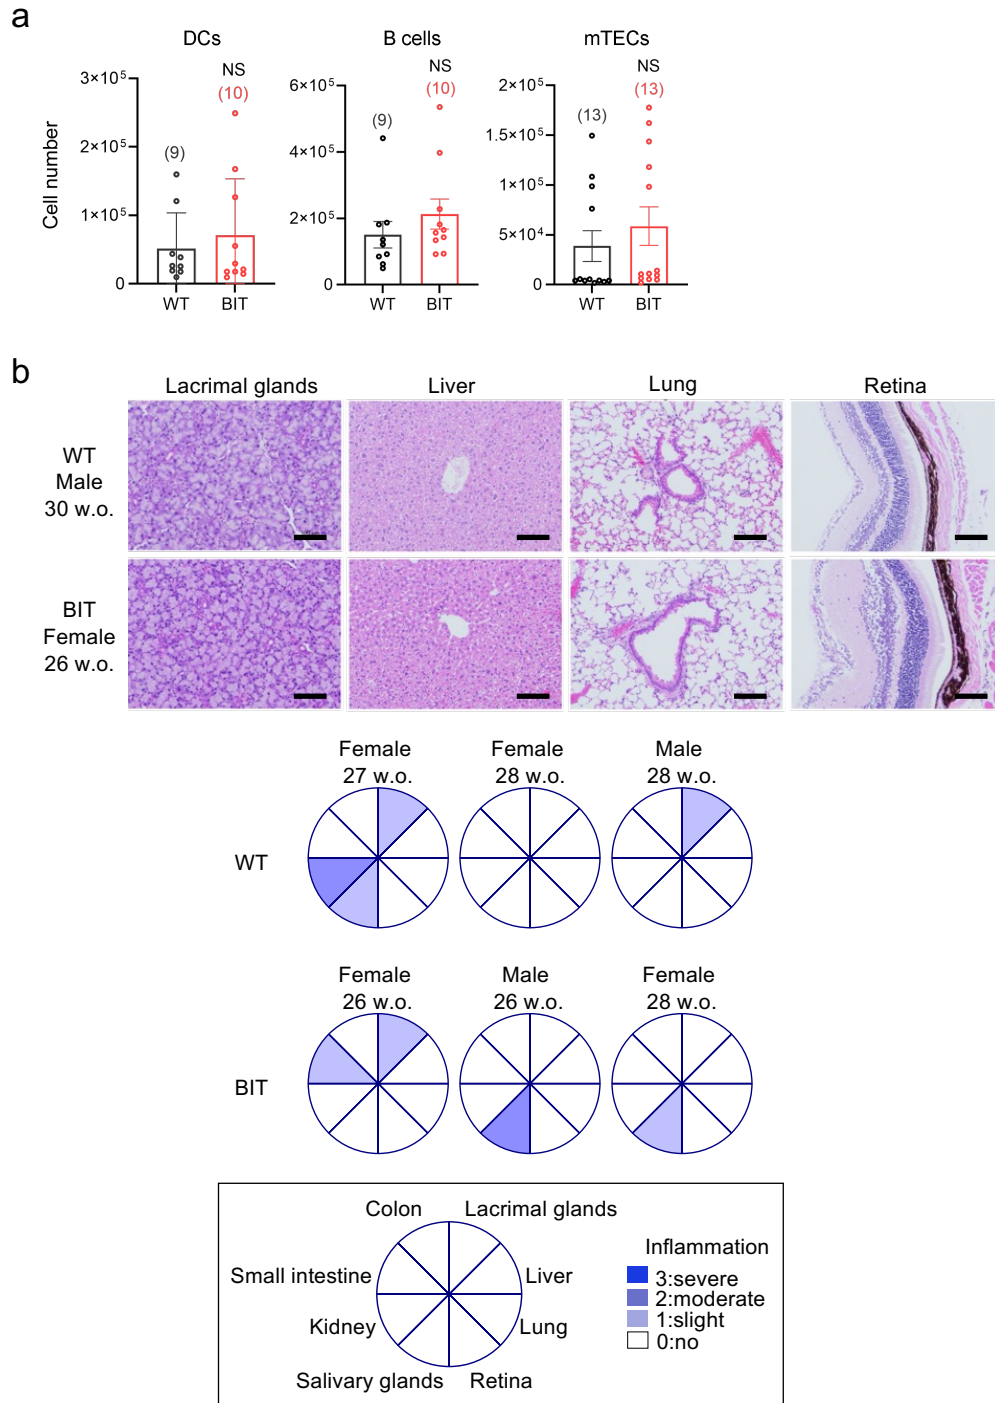

### Supplementary Figure 8. Histopathological analysis of BIT mice.

**a.** Absolute numbers (per mouse) of indicated cell populations in the thymus from indicated mice at 2 to 8 weeks old. Bar graphs represent means  $\pm$  standard errors. Dots represent the data from individual mice. Data are representative of three independent experiments. Numbers in parentheses indicate the numbers of independent mice examined per group. DCs and B cells, WT, n=9; BIT, n=10. mTECs, WT, n=13; BIT, n=13. Statistical analysis was performed using an unpaired two-tailed t-test. NS, not significant.

**b.** Paraffin sections of formalin-fixed tissues were stained with hematoxylin and eosin. Data are representative of three independent experiments. Shown are representative images (top) and pathological scores (bottom) of indicated tissues in indicated mice. Scale bars, 100 $\mu$ m.

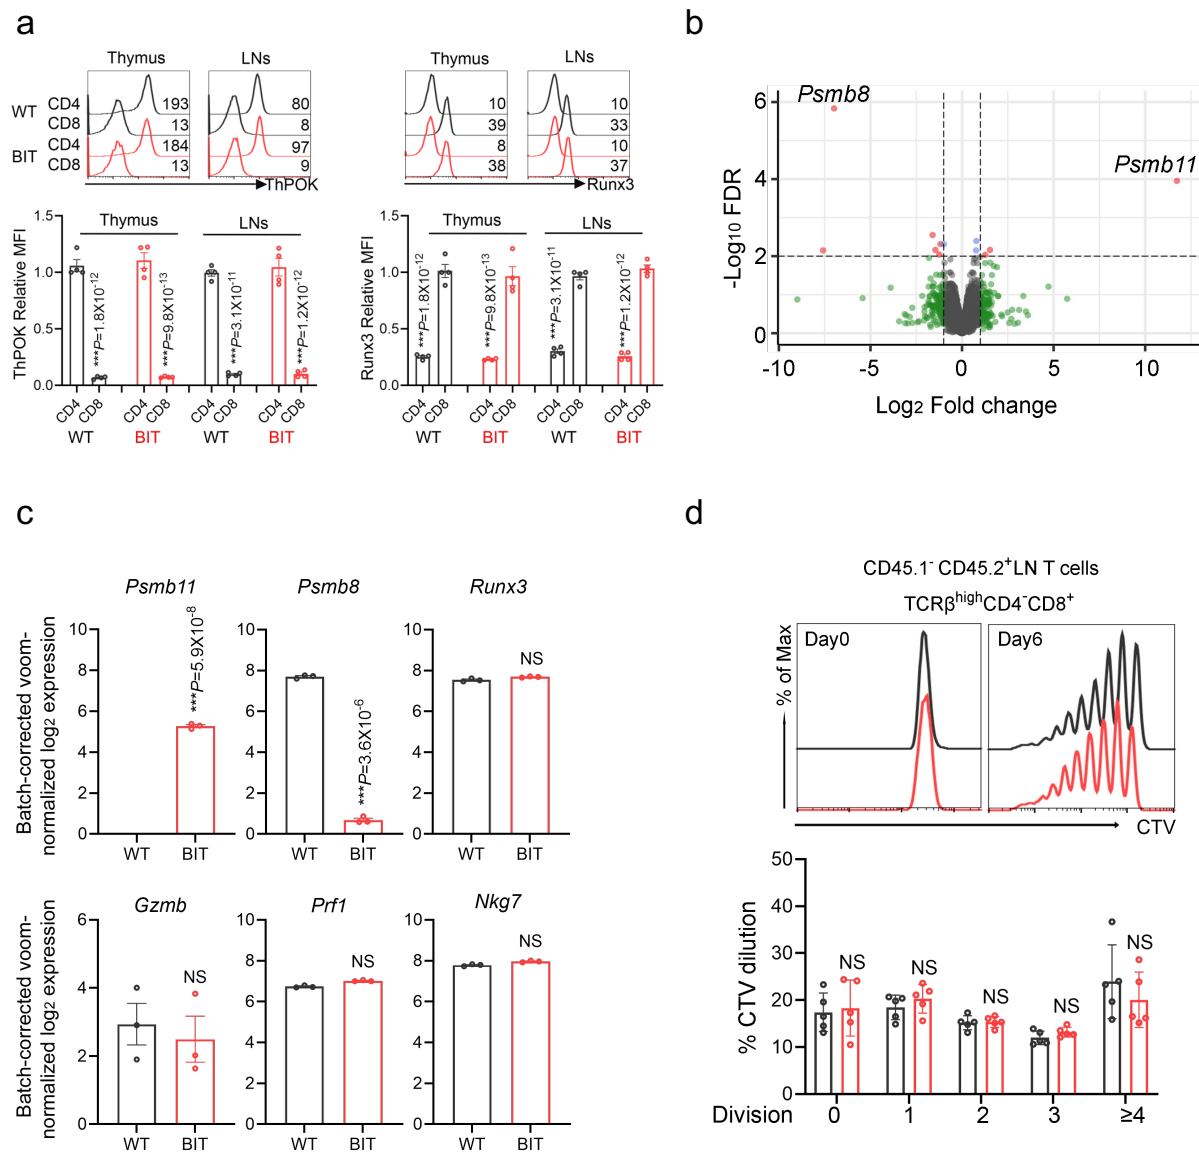

### Supplementary Figure 9. Transcriptomic and functional analyses of CD8<sup>+</sup> T cells generated in BIT mice.

**a.** Flow cytometric analysis of ThPOK (left) and Runx3 (right) expression in CD4<sup>+</sup>CD8<sup>-</sup> TCRβ<sup>high</sup> cells (CD4) and CD4<sup>-</sup>CD8<sup>+</sup> TCRβ<sup>high</sup> cells (CD8) from the thymus and the lymph nodes (LNs) of WT (n=4) and BIT (n=4) mice. Representative flow cytometric profiles (top) and relative mean fluorescence intensities (MFIs) (bottom) are shown. Numbers in flow cytometric profiles indicate MFI values. Results indicate the equivalent and selective expression of ThPOK and Runx3 in CD4 and CD8 T cells, respectively, isolated from WT and BIT mice.

**b.** Volcano plot of RNA sequencing analysis of CD4<sup>-</sup>CD8<sup>+</sup> TCRβ<sup>high</sup> T cells isolated from the LNs of WT and BIT mice. 

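*Psmb11*, listed as ENSMUSG00000072423.6, lies on chromosome 14 of GRCm39 from 54858890 to 54867013. It had 0 counts in each of the 3 WT libraries and 1926, 1754 and 1226 counts in the 3 BIT libraries. Against the 3 counts that a library without counts allows, *Psmb11* was at least 615-fold higher in BIT mice. Its fitted log2 fold change of 11.74 (standard error 0.647, adjusted p = 0.000226 from limma-voom with Benjamini-Hochberg adjustment) depends on the value given to a count of 0. The adjusted p from limma-voom rose to 0.0615 without WT replicate 1 and to 0.0309 without WT replicate 2. *Psmb8*, listed as ENSMUSG00000024338.16, had 10790, 10345 and 8024 counts in WT mice and 73, 59 and 60 counts in BIT mice. Its log2 fold change was -6.997 (standard error 0.215, adjusted p = 2.87e-06 from limma-voom) and stayed between -7.11 and -6.90 with each mouse left out in turn. For either gene, each BIT mouse lay on the same side of every WT mouse (exact permutation test, two-sided, p = 0.1, the smallest p that 3 mice against 3 allow). With TMM normalization, *Psmb11* in BIT mice was at 39.5 ± 8.16 CPM (SD, n = 3) and *Psmb8* in WT mice at 203 ± 16.7 CPM (SD, n = 3). In CPM, which are not corrected for transcript length, *Psmb11* in BIT mice was thus at 19.4% of *Psmb8* in WT mice. The share was between 17.8% and 21.5% with each mouse left out in turn. All BIT mice lay below all WT mice (exact permutation test on log2 CPM, two-sided, p = 0.1, the smallest possible). Per base of annotated exon, with 4791 bases for *Psmb11* and 3414 for *Psmb8*, this share was 13.9%. This is a value for the annotated genes and not for the inserted cDNA. A shorter *Psmb11* transcript would raise the share, and a shorter *Psmb8* transcript would lower it. The length of the transcript made from the edited allele was not measured, so the share per transcript stays open. *Psmb8* in BIT mice was at 0.762% of its level in WT mice.

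**Figure D2:**
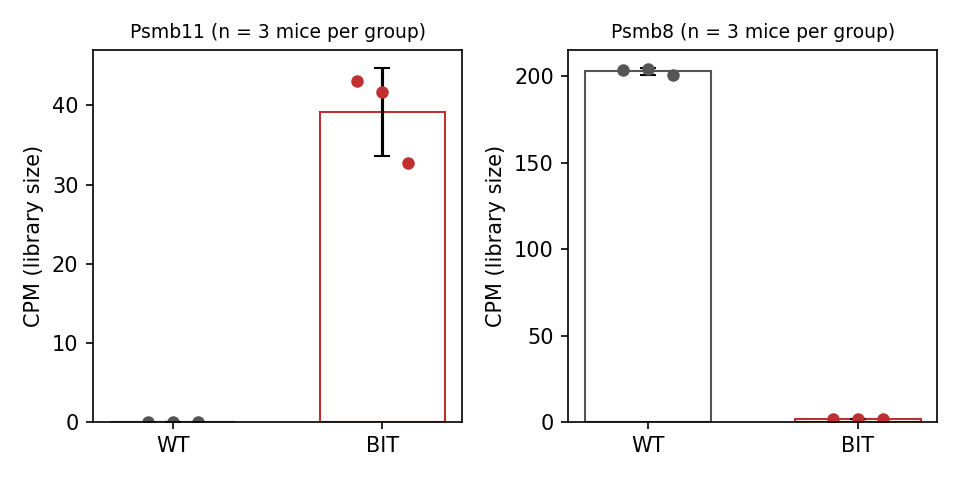
CPM by library size of *Psmb11* (left) and *Psmb8* (right) in WT and BIT mice. Points are single mice, bars are means of 3 mice and error bars are SDs, and *Psmb11* has 0 counts in every WT mouse.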

Note that *Psmb11* was ectopically expressed instead of *Psmb8* in BIT CD8 T cells. Among 13,674 genes detected in the analysis, only two genes (*Scart2* and *Bbc3*) and five genes (*Rell1*, *Mid1*, *Slc28a2b*, *5830416119Rik*, and *H2ac24*) other than *Psmb11* and *Psmb8* were higher (> 2-fold, P < 0.01) in the expression in BIT and WT CD8 T cells, respectively (red dots).

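Of the 7 genes other than *Psmb11* and *Psmb8* that the volcano plot names, *Rell1* and *5830416I19Rik* (printed with a digit in place of the letter I) passed an adjusted p of 0.01 and 2-fold without a batch. *Rell1*, on chromosome 5 from 63986690 to 64126372, had a log2 fold change of -1.61 in BIT against WT mice (standard error 0.142, adjusted p = 0.00617). *5830416I19Rik*, a long non-coding RNA on chromosome 5 from 64202316 to 64215554, had 232, 221 and 220 counts in WT mice and 2, 0 and 0 counts in BIT mice, at least 65.3-fold lower (adjusted p = 0.00372). Without each mouse in turn, the adjusted p ranged from 0.00979 to 0.108 for *Rell1* and from 0.00785 to 0.123 for *5830416I19Rik*. All adjusted p values here are from limma-voom with Benjamini-Hochberg adjustment. *Mid1*, on chromosome X, was lower by more than 2-fold with a log2 fold change of -1.18 and an adjusted p of 0.011. *Scart2* and *Bbc3*, both on chromosome 7, were higher in BIT mice with log2 fold changes of 1.53 (standard error 0.172, adjusted p = 0.0222) and 1.27 (standard error 0.165, adjusted p = 0.0399). *H2ac24* and *Slc28a2b* had log2 fold changes of -1.25 and -1.39 and adjusted p values of 0.228 and 0.511. The counting could share reads of *H2ac24* with other H2A genes. Reads moved from *Slc28a2b* to *Slc28a2* would raise *Slc28a2*. That gene had a log2 fold change of -0.20 (standard error 0.0973), which argues against such sharing as the whole source. Each of the 7 genes had all BIT mice on the same side of all WT mice (exact permutation test, two-sided, p = 0.1), which 10% of genes show by chance with 3 mice against 3. With replicate 3 of both genotypes entered as a batch, all 9 genes passed the threshold, and in replicates 1 and 2 alone 5 of them did, in comparisons chosen after seeing the data. DESeq2 without a batch called 8 of the 9, all but *Slc28a2b*.

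**Figure D3:**
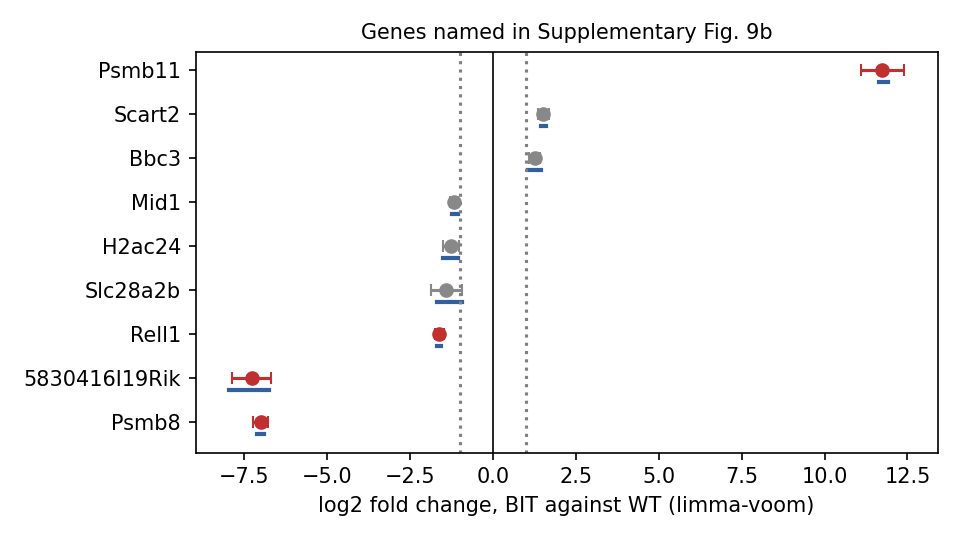
Log2 fold change in BIT against WT mice, by limma-voom without a batch, of the 9 genes named for the volcano plot. Points are estimates from 3 mice per genotype, error bars are standard errors, blue lines are ranges with each mouse left out in turn, red points passed an adjusted p of 0.01 and 2-fold, dotted lines mark 2-fold, and the estimates of *Psmb11* and *5830416I19Rik* depend on the value given to a count of 0.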

**c.** Relative expression of indicated genes from RNA sequencing analysis of CD4<sup>-</sup>CD8<sup>+</sup> TCRβ<sup>high</sup> T cells isolated from the LNs of WT (n=3) and BIT (n=3) mice. 

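The genes of CD8 T cell identity and cytotoxicity were compared on the quantile-normalized log2 CPM scale without a batch. *Runx3* was at 7.53 ± 0.104 (SD, n = 3) in WT mice and 7.68 ± 0.0567 (SD, n = 3) in BIT mice, a log2 fold change of 0.15 (standard error 0.0822, adjusted p = 0.663 from limma-voom). *Prf1* was at 6.74 ± 0.0636 (SD, n = 3) in WT mice and 7.01 ± 0.039 (SD, n = 3) in BIT mice, with an adjusted p of 0.424 from limma-voom. For *Nkg7* the levels were 7.78 ± 0.0655 (SD, n = 3) and 7.96 ± 0.0377 (SD, n = 3), with an adjusted p of 0.559 from limma-voom. *Gzmb* had 111, 268 and 1386 counts in WT mice and 547, 106 and 235 counts in BIT mice. Its log2 fold change of -0.19 (standard error 0.916, adjusted p = 0.965 from limma-voom) changed sign without WT replicate 3, to 0.74, without BIT replicate 2, to 0.36, and with sample quality weights, to 0.56. By exact permutation test, two-sided, p was 0.2 for *Runx3*, 0.9 for *Gzmb* and 0.1, the smallest p that this design allows, for *Prf1* and *Nkg7*. *Zbtb7b*, which encodes ThPOK, had a log2 fold change of 0.21 (standard error 0.27, adjusted p = 0.843 from limma-voom). From the transcriptomic data together with functional analyses, the paper states that CD8+ T cells of BIT mice appeared conventional and not remarkably altered.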

*Gzmb*, granzyme B; *Prf1*, perforin 1; *Nkg7*, natural killer cell granule protein 7. Dots represent the data from individual mice. Statistical analysis was performed using an unpaired two-tailed t-test. \*\*\*P < 0.001; NS, not significant.

**d.** Cell Trace Violet (CTV) dilution assay for *in vivo* T cell proliferation. CTV-labelled T cells (CD45.1<sup>-</sup>CD45.2<sup>+</sup>) were injected intravenously into sublethally irradiated host B6 mice (CD45.1<sup>+</sup>CD45.2<sup>-</sup>). Cells were analyzed at day 0 and day 6 after injection (top). Frequencies of cells with indicated numbers of cell division are plotted. Dots represent the data from individual mice (WT, n=5; BIT, n=5). Data are representative of three independent experiments. Statistical analysis was performed using an unpaired two-tailed t-test. NS, not significant.

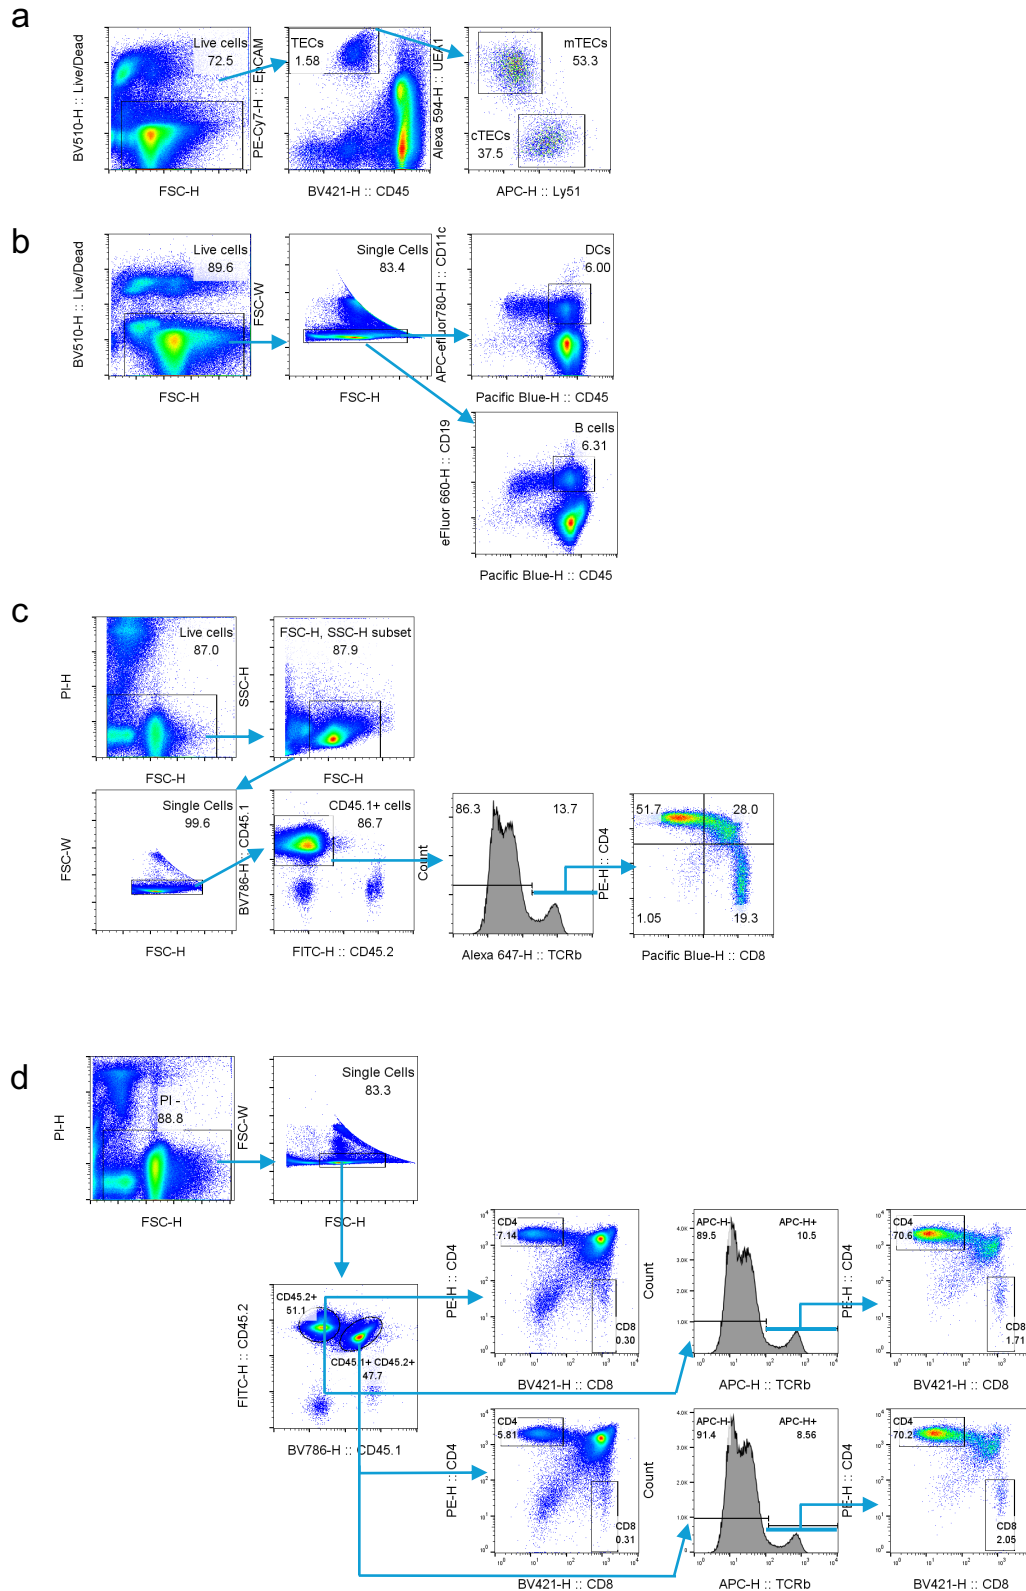

### Supplementary Figure 10. Flow cytometric gating strategies.

**a.** Gating strategy for thymic epithelial cells (TECs) used in Fig. 1c and S2a-d. Viable cells (FSC-H, PI<sup>-</sup>) gated for CD45<sup>low</sup> EpCAM<sup>high</sup> TECs were further gated for Ly51<sup>+</sup> UEA1<sup>-</sup> cortical TECs (cTECs) and Ly51<sup>+</sup> UEA1<sup>+</sup> medullary TECs (mTECs).

**b.** Gating strategy for dendritic cells (DCs) and B cells used in Fig. 1c, S2a-d, and S8. Viable singlet cells (FSC-H, PI<sup>-</sup>; FSC-H vs FSC-W) were gated for CD45<sup>high</sup> CD11c<sup>high</sup> DCs and CD45<sup>high</sup> CD19<sup>high</sup> B cells.

**c.** Gating strategy for bone marrow chimera experiments used in Fig. 3a-d.

**d.** Gating strategy for mixed bone marrow chimera experiments used in Fig. 4a-c and 7a, b.

Numbers indicate the frequency of cells in indicated box.

|      |                                  |
|------|----------------------------------|
| 717  | CTTCCTTGTCGCAGAGTCGAC <b>CGG</b> |
| 718* | GCAGAGTCGACGGATCTTCG <b>GGG</b>  |
| 719  | GACGGATCTTCGGGGCCAAG <b>TGG</b>  |
| 720  | GATCTGTGCGGTGCCGCTCG <b>GGG</b>  |
| 721  | CTCGGGCCGCTGCCCCGAG <b>CGG</b>   |
| 722  | TCGGGGGCAGCGGCCCGAG <b>TGGG</b>  |
| 723  | TTTACTACGTAGATGACAAT <b>GGG</b>  |
| 724  | CGGGAACACCTATGCCTATG <b>GGG</b>  |
| 725  | GATGGACAGTGGTTACCGGC <b>AGG</b>  |
| 726  | AGCTCTGCGGCCAAGGTCGT <b>AGG</b>  |
| 727* | AGCTTAGATTGGGAGCCTCG <b>GGG</b>  |
| 728  | GCTTAGATTGGGAGCCTCG <b>GGGG</b>  |
| 759* | TCCGGAGCTCGCACTTCCCC <b>GGG</b>  |
| 760  | CCGGAGCTCGCACTTCCCC <b>GGG</b>   |

**Supplementary Table 1. Guide RNAs designed and used for mouse genome editing.**

\*used for targeting experiments.

| Item                       | Labeled fluorescence | clone                | Vender                                                             | Catalog number                                                                          | PRID             | Working dilution |
|----------------------------|----------------------|----------------------|--------------------------------------------------------------------|-----------------------------------------------------------------------------------------|------------------|------------------|
| AIRE                       | eFluor™ 660          | 5H12                 | Invitrogen                                                         | 50-5934-82                                                                              | RRID:AB_2574257  | 1:100            |
| Goat anti-Rabbit IgG (H+L) | Alex555              |                      | Invitrogen                                                         | A21428                                                                                  | RRID:AB_141784   | 1:400            |
| H-2Db                      | PE                   | 28-14-8              | eBioscience                                                        | 12-5999-82                                                                              | RRID:AB_466125   | 1:100            |
| H-2Kb                      | Alex647              | AF6-88.5             | Biolegend                                                          | 116512                                                                                  | RRID:AB_492917   | 1:100            |
| H-2Kb                      | BV786                | AF6-88.5             | BD Bioscience                                                      | 742863                                                                                  | RRID:AB_2741105  | 1:100            |
| H-2Kb                      | FITC                 | AF6-88.5             | BD Bioscience                                                      | 562002                                                                                  | RRID:AB_10924590 | 1:100            |
| B220                       | PE                   | RA3-6B2              | BD bioscience                                                      | 553090                                                                                  | RRID:AB_394619   | 1:100            |
| β-Actin                    |                      | 2A3                  | Santacruz                                                          | sc-517582 HRP                                                                           |                  | 1:100            |
| CCR7                       | Alex647              | 4B12                 | R&D System                                                         | FAB3477R-100UG                                                                          | RRID:AB_3649367  | 1:100            |
| CD11c                      | Alex647              | N418                 | Biolegend                                                          | 117312                                                                                  | RRID:AB_389328   | 1:100            |
| CD11c                      | APC-eFluor780        | N418                 | eBioscience                                                        | 47-0114-B2                                                                              | RRID:AB_1548663  | 1:100            |
| CD19                       | eFluor™ 660          | 1D3                  | eBioscience                                                        | 50-0193-82                                                                              | RRID:AB_11218286 | 1:100            |
| CD249(Ly51)                | BV421                | 6C3                  | BD Bioscience                                                      | 740013                                                                                  | RRID:AB_2739785  | 1:200            |
| CD3                        |                      | 17A2                 | eBioscience                                                        | 14-0032-82                                                                              | RRID:AB_467053   | 1:100            |
| CD326 (EpCAM)              | PE/Cy7               | G8.8                 | Biolegend                                                          | 118216                                                                                  | RRID:AB_1236471  | 1:200            |
| CD326 (EpCAM)              | BV711                | G8.8                 | Biolegend                                                          | 118233                                                                                  | RRID:AB_2632775  | 1:200            |
| CD4                        | eFluor 780           | RM4-5                | Invitrogen                                                         | 47-0042-82                                                                              | RRID:AB_1272183  | 1:100            |
| CD4                        | PE/Cy7               | RM4-5                | Biolegend                                                          | 100528                                                                                  | RRID:AB_312729   | 1:100            |
| CD4                        | PE                   | RM4-5                | Biolegend                                                          | 100512                                                                                  | RRID:AB_312714   | 1:100            |
| CD45                       | BV421                | 30-F11               | Biolegend                                                          | 103134                                                                                  | RRID:AB_2562559  | 1:40             |
| CD45                       | PE/Cy7               | 30-F11               | Biolegend                                                          | 103114                                                                                  | RRID:AB_312979   | 1:40             |
| CD45.1                     | BV786                | A20                  | BD Bioscience                                                      | 740889                                                                                  | RRID:AB_2740538  | 1:100            |
| CD45.2                     | FITC                 | 104                  | BD Pharmigen                                                       | 553722                                                                                  | RRID:AB_10829797 | 1:100            |
| CD69                       | BV786                | H1.2F3               | BD Bioscience                                                      | 564683                                                                                  | RRID:AB_2738890  | 1:100            |
| CD69                       | PE                   | H1.2F3               | Biolegend                                                          | 104507                                                                                  | RRID:AB_313111   | 1:100            |
| CD8a                       | PB                   | 53-6.7               | Biolegend                                                          | 100725                                                                                  | RRID:AB_493425   | 1:100            |
| Active Caspase-3           | PE                   | C92-605.rMAb         | BD pharmigen                                                       | 570185                                                                                  | RRID:AB_3685574  | 1:100            |
| Goat anti-Rabbit IgG (H+L) |                      |                      | Invitrogen                                                         | 31460                                                                                   | RRID:AB_228341   | 1:2500           |
| Ly51                       | Alex647              | 6C3                  | Biolegend                                                          | 108312                                                                                  | RRID:AB_2099614  | 1:200            |
| PSMB8/LMP7                 |                      | D1K7X                | Cell Signaling                                                     | 13635S                                                                                  | RRID:AB_2744693  | 1:1000           |
| RUNX3                      | PE                   | R3-5G4               | BD Bioscience                                                      | 564814                                                                                  | RRID:AB_2738969  | 1:25             |
| TCRb                       | Alex647              | H57-597              | Biolegend                                                          | 109218                                                                                  | RRID:AB_493346   | 1:50             |
| TCRb                       | Alex594              | H57-597              | Biolegend                                                          | 109238                                                                                  | RRID:AB_2563324  | 1:50             |
| TCRb                       | FITC                 | H57-597              | Biolegend                                                          | 109205                                                                                  | RRID:AB_313428   | 1:50             |
| UEA1                       | DyLight® 594         |                      | Vector Laboratories                                                | DL-1067-1                                                                               |                  | 1:200            |
| Zbtb7b(Thpok)              | Alex647              | T43-94               | BD Bioscience                                                      | 565500                                                                                  | RRID:AB_2739268  | 1:50             |
| β5t                        |                      | CPTC-PSMB11(mouse)-1 | Antibody Characterization Program of the National Cancer Institute | <a href="https://antibodies.cancer.gov/browse">https://antibodies.cancer.gov/browse</a> |                  | 1:1000           |
| CD45 MicroBeads, mouse     |                      |                      | Miltenyi Biotec                                                    | 130-052-301                                                                             |                  |                  |

**Supplementary Table 2. Antibodies and reagents used in this study**

# Supplementary material for: Proteasome alteration between epithelial and hematopoietic cells facilitates positive selection of CD8 T cells
**Source:** Nat Commun. 2026 Apr 27;17:5780. doi: 10.1038/s41467-026-72411-x
**Supplement:** Supplementary file 2 — Reporting Summary

Reporting Summary

Nature Portfolio wishes to improve the reproducibility of the work that we publish. This form provides structure for consistency and transparency in reporting. For further information on Nature Portfolio policies, see our [Editorial Policies](#) and the [Editorial Policy Checklist](#).

Statistics

For all statistical analyses, confirm that the following items are present in the figure legend, table legend, main text, or Methods section.

|                                     |                                                                                                                                                                                                                                                                                                |
|-------------------------------------|------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| n/a                                 | Confirmed                                                                                                                                                                                                                                                                                      |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> The exact sample size ( <i>n</i> ) for each experimental group/condition, given as a discrete number and unit of measurement                                                                                                                               |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> A statement on whether measurements were taken from distinct samples or whether the same sample was measured repeatedly                                                                                                                                    |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> The statistical test(s) used AND whether they are one- or two-sided<br><i>Only common tests should be described solely by name; describe more complex techniques in the Methods section.</i>                                                               |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> A description of all covariates tested                                                                                                                                                                                                                                |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> A description of any assumptions or corrections, such as tests of normality and adjustment for multiple comparisons                                                                                                                                        |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> A full description of the statistical parameters including central tendency (e.g. means) or other basic estimates (e.g. regression coefficient) AND variation (e.g. standard deviation) or associated estimates of uncertainty (e.g. confidence intervals) |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> For null hypothesis testing, the test statistic (e.g. <i>F</i> , <i>t</i> , <i>r</i> ) with confidence intervals, effect sizes, degrees of freedom and <i>P</i> value noted<br><i>Give P values as exact values whenever suitable.</i>                     |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> For Bayesian analysis, information on the choice of priors and Markov chain Monte Carlo settings                                                                                                                                                                      |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> For hierarchical and complex designs, identification of the appropriate level for tests and full reporting of outcomes                                                                                                                                                |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Estimates of effect sizes (e.g. Cohen's <i>d</i> , Pearson's <i>r</i> ), indicating how they were calculated                                                                                                                                                          |

Our web collection on [statistics for biologists](#) contains articles on many of the points above.

Software and code

Policy information about [availability of computer code](#)

|                 |                                                                                                                                                                                                                                                                                                   |
|-----------------|---------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Data collection | LSRII, FACS Fortessa, FACSARIA SORP (BD Bioscience),<br>Nikon Eclipse Ti2 microscope (Nikon), CSU-W1 Spinning disk scanner (Yokogawa) with Hamamatsu Orca Flash 4.0 camera, NIS-Elements software (Nikon), QuantStudio 6 Flex Real-time PCR System (Applied Biosystems), NextSeq 2000 (Illumina). |
| Data analysis   | FlowJo version v10.6.2, Prism 10 (Graph pad software), ImageJ version 1.53o (NIH)                                                                                                                                                                                                                 |

For manuscripts utilizing custom algorithms or software that are central to the research but not yet described in published literature, software must be made available to editors and reviewers. We strongly encourage code deposition in a community repository (e.g. GitHub). See the Nature Portfolio [guidelines for submitting code & software](#) for further information.

Data

Policy information about [availability of data](#)

All manuscripts must include a [data availability statement](#). This statement should provide the following information, where applicable:

- Accession codes, unique identifiers, or web links for publicly available datasets
- A description of any restrictions on data availability
- For clinical datasets or third party data, please ensure that the statement adheres to our [policy](#)

Bulk RNA-sequencing data (GEO accession ID: GSE319325) and TCR sequencing data (GEO accession ID: GSE322772)

## Research involving human participants, their data, or biological material

Policy information about studies with [human participants or human data](#). See also policy information about [sex, gender \(identity/presentation\), and sexual orientation](#) and [race, ethnicity and racism](#).

|                                                                    |     |
|--------------------------------------------------------------------|-----|
| Reporting on sex and gender                                        | N/A |
| Reporting on race, ethnicity, or other socially relevant groupings | N/A |
| Population characteristics                                         | N/A |
| Recruitment                                                        | N/A |
| Ethics oversight                                                   | N/A |

Note that full information on the approval of the study protocol must also be provided in the manuscript.

## Field-specific reporting

Please select the one below that is the best fit for your research. If you are not sure, read the appropriate sections before making your selection.

☒ Life sciences ☐ Behavioural & social sciences ☐ Ecological, evolutionary & environmental sciences

For a reference copy of the document with all sections, see [nature.com/documents/nr-reporting-summary-flat.pdf](https://www.nature.com/documents/nr-reporting-summary-flat.pdf)

## Life sciences study design

All studies must disclose on these points even when the disclosure is negative.

|                 |                                                                                                                                                                                  |
|-----------------|----------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Sample size     | Sample size for each experiment is indicated in figure legends. At least two independent experiments with three replicates were conducted as the minimum sample size.            |
| Data exclusions | Data were excluded when samples failed quality control, such as abnormal FACS profiles (poor separation ) or when animals exhibited signs of illness prior to sample collection. |
| Replication     | For all experiments, at least three replicates were analyzed in at least two independent experiments. The experimental findings were reliably reproduced.                        |
| Randomization   | Animals were allocated to groups based on their genotypes.                                                                                                                       |
| Blinding        | No blinding was used.                                                                                                                                                            |

## Reporting for specific materials, systems and methods

We require information from authors about some types of materials, experimental systems and methods used in many studies. Here, indicate whether each material, system or method listed is relevant to your study. If you are not sure if a list item applies to your research, read the appropriate section before selecting a response.

| Materials & experimental systems    |                                                                 | Methods                             |                                                    |
|-------------------------------------|-----------------------------------------------------------------|-------------------------------------|----------------------------------------------------|
| n/a                                 | Involved in the study                                           | n/a                                 | Involved in the study                              |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Antibodies                  | <input checked="" type="checkbox"/> | <input type="checkbox"/> ChIP-seq                  |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Eukaryotic cell lines                  | <input type="checkbox"/>            | <input checked="" type="checkbox"/> Flow cytometry |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Palaeontology and archaeology          | <input checked="" type="checkbox"/> | <input type="checkbox"/> MRI-based neuroimaging    |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Animals and other organisms |                                     |                                                    |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Clinical data                          |                                     |                                                    |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Dual use research of concern           |                                     |                                                    |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Plants                                 |                                     |                                                    |

## Antibodies

|                 |                                                                                                                                                                                                                                                                                |
|-----------------|--------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Antibodies used | AIRE eFluor™ 660 5H12 Invitrogen 50-5934-82 RRID:AB_2574257 1:100<br>Goat anti-Rabbit IgG (H+L) Alex555 Invitrogen A21428 RRID:AB_141784 1:400<br>H-2Db PE 28-14-8 eBioscience 12-5999-82 RRID:AB_466125 1:100<br>H-2Kb Alex647 AF6-88.5 Biolegend 116512 RRID:AB_492917 1:100 |
|-----------------|--------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|

H-2Kb BV786 AF6-88.5 BD Bioscience 742863 RRID:AB\_2741105 1:100  
H-2Kb FITC AF6-88.5 BD Bioscience 562002 RRID:AB\_10924590 1:100  
B220 PE RA3-6B2 BD bioscience 553090 RRID:AB\_394619 1:100  
β-Actin 2A3 Santacruz sc-517582 HRP 1:100  
CCR7 Alex647 4B12 R&D System FAB3477R-100UG RRID:AB\_3649367  
CD11c Alex647 N418 Biolegend 117312 RRID:AB\_389328 1:100  
CD11c APC-eFluor780 N418 eBioscience 47-0114-B2 RRID:AB\_1548663 1:100  
CD19 eFluor™ 660 1D3 eBioscience 50-0193-82 RRID:AB\_11218286 1:100  
CD249(Ly51) BV421 6C3 BD Bioscience 740013 RRID:AB\_2739785 1:200  
CD3 17A2 eBioscience 14-0032-82 RRID:AB\_467053 1:100  
CD326 (EpCAM) PE/Cy7 G8.8 Biolegend 118216 RRID:AB\_1236471 1:200  
CD326 (EpCAM) BV711 G8.8 Biolegend 118233 RRID:AB\_2632775 1:200  
CD4 eFluor 780 RM4-5 Invitrogen 47-0042-82 RRID:AB\_1272183 1:100  
CD4 PE/Cy7 RM4-5 Biolegend 100528 RRID:AB\_312729 1:100  
CD4 PE RM4-5 Biolegend 100512 RRID:AB\_312714 1:100  
CD45 BV421 30-F11 Biolegend 103134 RRID:AB\_2562559 1:40  
CD45 PE/Cy7 30-F11 Biolegend 103114 RRID:AB\_312979 1:40  
CD45.1 BV786 A20 BD Bioscience 740889 RRID:AB\_2740538 1:100  
CD45.2 FITC 104 BD Pharmigen 553722 RRID:AB\_10829797 1:100  
CD69 BV786 H1.2F3 BD Bioscience 564683 RRID:AB\_2738890 1:100  
CD69 PE H1.2F3 Biolegend 104507 RRID:AB\_313111 1:100  
CD8a PB 53-6.7 Biolegend 100725 RRID:AB\_493425 1:100  
Active Caspase-3 PE C92-605.rMAb BD pharmigen 570185 RRID:AB\_3685574 1:100  
Goat anti-Rabbit IgG (H+L) Invitrogen 31460 RRID:AB\_228341 1:2500  
Ly51 Alex647 6C3 Biolegend 108312 RRID:AB\_2099614 1:200  
PSMB8/LMP7 D1K7X Cell Signaling 136355 RRID:AB\_2744693 1:1000  
RUNX3 PE R3-5G4 BD Bioscience 564814 RRID:AB\_2738969 1:25  
TCRb Alex647 H57-597 Biolegend 109218 RRID:AB\_493346 1:50  
TCRb Alex594 H57-597 Biolegend 109238 RRID:AB\_2563324 1:50  
TCRb FITC H57-597 Biolegend 109205 RRID:AB\_313428 1:50  
UEA1 DyLight® 594 Vector Laboratories DL-1067-1 1:200  
Zbtb7b(Thpok) Alex647 T43-94 BD Bioscience 565500 RRID:AB\_2739268 1:50  
β5t (CPTC-PSMB11(mouse)-1 Antibody Characterization Program of the National Cancer Institute <https://antibodies.cancer.gov/browse> 1:1000

## Validation

All antibodies are commercially available and have been validated by the manufacture or in previous reports.

## Animals and other research organisms

Policy information about [studies involving animals](#); [ARRIVE guidelines](#) recommended for reporting animal research, and [Sex and Gender in Research](#)

## Laboratory animals

C57BL/6 (B6) mice and B6-CD45.1 (B6.SJL-PtprcaPtpcb) mice were obtained from The Jackson Laboratory. B6 mice were also obtained from Charles River Laboratories. beta5t-deficient mice, beta5i-deficient mice, TCRalpha-deficient mice, Rag1-deficient mice, beta2m-deficient mice, I-Ab-deficient mice, Rosa26INDIA knock-in mice, plck-Bcl2-transgenic mice were previously described. All mice were backcrossed to B6 background and maintained in our animal facility.

## Wild animals

No wild animals were used in this study.

## Reporting on sex

Both male and female mice were used and analyzed at age 2-12 weeks old.

## Field-collected samples

No field-collected samples were used in this study.

## Ethics oversight

All animal experiments were approved by the National Cancer Institute Animal Care and Use Committee. All animals were maintained in accordance with US National Institutes of Health guidelines.

Note that full information on the approval of the study protocol must also be provided in the manuscript.

## Plants

|                       |     |
|-----------------------|-----|
| Seed stocks           | N/A |
| Novel plant genotypes | N/A |
| Authentication        | N/A |

## Flow Cytometry

### Plots

Confirm that:

- ☐ The axis labels state the marker and fluorochrome used (e.g. CD4-FITC).
- ☒ The axis scales are clearly visible. Include numbers along axes only for bottom left plot of group (a 'group' is an analysis of identical markers).
- ☒ All plots are contour plots with outliers or pseudocolor plots.
- ☒ A numerical value for number of cells or percentage (with statistics) is provided.

### Methodology

|                           |                                                                                                                                                                                                                                    |
|---------------------------|------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Sample preparation        | Single cell suspensions were prepared by gently tweezing the organs with forceps in cold HBSS supplemented with 0.5% BSA and 0.5% NaN <sub>3</sub> .                                                                               |
| Instrument                | LSRII, Fortessa, FACSARIA (BD Biosciences)                                                                                                                                                                                         |
| Software                  | FlowJo version v10.6.2                                                                                                                                                                                                             |
| Cell population abundance | >95% on sorted cells, which was determined by flow cytometry analysis on post sorted cells.                                                                                                                                        |
| Gating strategy           | Live cells were defined by FSC/SSC gating and staining with propidium iodide or Ghost Dye Violet 510 LIVE/DEAD (Tonbo Biosciences) for fresh and fixed staining, respectively. All gating strategies are stated in the manuscript. |

- ☒ Tick this box to confirm that a figure exemplifying the gating strategy is provided in the Supplementary Information.

How the deposited data were processed for this re-analysis (not part of the article)

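RNA of CD4-CD8+ TCRβ high T cells from 3 WT and 3 BIT mice was analysed, 1 library per mouse, with groups taken from the sample labels and checked against the legend of Supplementary Fig. 9. The deposited values are estimated counts per gene that the authors made by trimming with Cutadapt, aligning to GRCm39 with STAR and counting with RSEM on Gencode M38. The versions of Cutadapt and RSEM and the strand setting are not given in the paper's text. The table lists 78275 genes, and 84.8% of the values above 0 are whole numbers. The estimated counts were rounded before the tests. Gene positions and types are from Gencode M39 on the same assembly, which holds 78263 of the identifiers, 78224 of them under the same symbol.

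Total counts per library were between 37467678 and 52922675, and the largest gene, Rn7s2, took between 3.78% and 5.5% of them. A count of 0 allows up to 3 counts, and folds against a group at or under that floor are given as lower bounds. Because the values are relative to the library total and quantile normalization gives all libraries a common distribution, a shift of most genes in one direction would not be seen.

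Differences between BIT and WT mice were tested with limma 3.58.1 (voom with quantile normalization, lmFit and eBayes) in R 4.3.3, on the 16105 genes kept by filterByExpr of edgeR 4.0.16, with Benjamini-Hochberg adjustment. A gene was called changed at an adjusted p below 0.01 and more than 2-fold. Alternatives were TMM normalization, edgeR's quasi-likelihood test, DESeq2 1.42.0, no filter on low counts, a mean of at least 1 CPM, sample quality weights, the replicate number as a block, each mouse left out in turn, and other thresholds. A batch term for replicate 3, the comparison of replicates 1 and 2 alone, filters on CPM above 0.5, and TMM normalization with the batch or the block were added after seeing the data. The genes kept were also counted under 40 filters, while looking at the number of genes that the paper gives, and 2 of these filters were among those fitted.

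In 3 simulated data sets per fold, drawn from the means, dispersions and library sizes of the real libraries, 200 well expressed genes were changed. At 2-fold, limma-voom found 69.7% of them at an adjusted p below 0.01, among 15780 genes tested on average, and at 4-fold 98.8% among 15762. At an adjusted p below 0.05, 5.78% and 5.55% of its calls were false. The minimum of 2-fold was not applied to these calls, and at 2-fold the median fitted change was 0.988 on the log2 scale, just under that minimum. The draws held 200 changed genes, against 4 called in the real libraries, and no difference of replicate 3. The shares found are thus not the power of the rule used here.

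The rule for the genes named was set in advance. They are the genes that the paper names for this experiment, those past the threshold, the 3 largest changes among the other genes with an adjusted p below 0.05, and members of fixed gene lists with an adjusted p below 0.05 over the list alone. The lists were 20S proteasome core, 19S proteasome, MHC-I presentation, innate memory CD8, naive CD8, TCR signal, p53 targets, interferon response, proteotoxic stress, proliferation, replication histones and markers of B cells, myeloid cells, γδ T cells and CD4 T cells. These 15 lists were tested with camera at a preset correlation of 0.01, with fry and an estimated correlation beside it. Genes within 1 Mb of *Psmb8* were compared with 10000 random sets matched on expression. Counts of TRAV families and TRBV genes were tested with edgeR against the total of the TRAV or TRBV counts of each library. For single genes an exact permutation test, two-sided, was added, whose smallest p is 0.1 for 3 mice against 3. The sequences of guide RNAs #718 and #759 were searched in both strands of GRCm39 next to NGG motifs.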

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

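The tests of sex, of neighbouring genes, of guide RNA sites, of GC content and length, of replicate 3 and of the histones were chosen only after the results were seen.

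*Xist*, which the paper does not discuss and which is named here after its values were seen, had 66626 counts in WT replicate 3, against 9 and 2 in the other WT libraries and 3, 2 and 125 in the BIT libraries. The 4 Y-linked genes *Ddx3y*, *Kdm5d*, *Uty* and *Eif2s3y* had 0 counts in WT replicate 3 and totals between 8474 and 12329 in the other libraries. The total of 0 argues against female cells or RNA mixed into a male sample. The *Xist* count of 66626 without Y-linked counts is what a female mouse would give, although the labels give males. The paper states that mice of both sexes were used in the study. The 125 counts in BIT replicate 3 were at a CPM 19.6 times that of the highest of the remaining 4 libraries, which argues against an exchange of reads on the sequencer at a single rate. An equal exchange in both directions between the libraries of replicate 3 would also bring Y-linked counts to WT replicate 3. The 4 Y-linked genes had 2958, 2786, 1462 and 1743 counts in BIT replicate 3 and 0 in WT replicate 3, which argues against it. A transfer from WT replicate 3 to BIT replicate 3 only stays open.

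*Gm71522*, 1 of the 3 largest changes among the other genes with an adjusted p below 0.05, is a long non-coding RNA on chromosome 5 between *Rell1* and *5830416I19Rik*. It had 21, 31 and 24 counts in WT mice and 0 in each BIT mouse, at least 7.37-fold lower (adjusted p = 0.0218 from limma-voom with Benjamini-Hochberg adjustment). *Pgm2*, beyond *5830416I19Rik* and named after its values were seen, had a log2 fold change of -0.39 (adjusted p = 0.312). Among the 22 genes with an adjusted p below 0.05, 3 pairs within 250 kb changed in the same direction. A share of 0.0004 of 10000 random placements of 22 genes gave as many. These 3 pairs are *Rell1*, *Gm71522* and *5830416I19Rik* themselves, which prompted the test, so that it does not decide whether they lie together by chance. The best site next to an NGG motif within 250 kb had 5 mismatches to guide RNA #718 or #759, which argues against a cut there by sequence likeness. Chance placement, a deletion, a variant of the strain carried with the allele and regulation in BIT cells stay open as untested hypotheses.

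*Bambi-ps1* is a processed pseudogene on chromosome 2 next to *Slc28a2b*. Named after its values were seen, it had a log2 fold change of -1.21 (adjusted p = 0.121 from limma-voom with Benjamini-Hochberg adjustment) and was lower in 3 of 3 BIT mice. In that region the best NGG site had 6 mismatches to guide RNA #718 or #759, which argues against a cut by sequence likeness. *Slc28a2*, the neighbouring gene of the same family and named after its values were seen, had a log2 fold change of -0.20, where reads moved from *Slc28a2b* to *Slc28a2* would give a rise. A variant carried with the allele and regulation were not tested.

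*Pcsk1* and *Gm16299*, the other 2 of the 3 largest changes, had log2 fold changes of -1.79 (adjusted p = 0.0399) and 1.83 (adjusted p = 0.0486) from limma-voom with Benjamini-Hochberg adjustment, the same way in 3 of 3 BIT mice. *Crybg1*, named after its values were seen, was higher in BIT mice by 0.78 on the log2 scale (adjusted p = 0.00677, from 0.014 to 0.102 with each mouse left out), under 2-fold. With each mouse left out, the adjusted p was from 0.0322 to 0.277 for *Pcsk1* and from 0.0804 to 0.285 for *Gm16299*. Neither of these 2 passed 0.05 with TMM normalization (0.0838 and 0.181) or edgeR (0.0943 and 0.21). Both did with DESeq2 (6.87e-08 and 0.00166) and with sample quality weights (0.0138 and 0.0209). No technical or biological explanation was tested for *Pcsk1*, *Gm16299* or *Crybg1*.

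The innate memory CD8 list had a median log2 fold change of 0.429 in BIT mice, with 8 of 10 genes higher and an adjusted p of 8.94e-05 from camera. The call did not hold under fry (adjusted p = 0.328) or an estimated correlation (adjusted p = 0.368). By limma-voom with Benjamini-Hochberg adjustment, 6 of the 10 genes passed 0.05 adjusted over the list alone and 1 over all genes, *Il2rb* (log2 fold change 0.77, adjusted p = 0.025). The others were *Tbx21* (0.75), *Eomes* (0.69), *Cxcr3* (0.59), *Ly6c2* (0.46) and *Cd44* (0.40). *Il2rb* and *Eomes* passed over the list alone in each of the 6 fits that left out a mouse, *Cxcr3* in 3 and the other genes in 1 each. Over all genes, the adjusted p of *Il2rb* was 0.0141 without WT replicate 3 and between 0.069 and 0.244 without any other mouse. *Tbx21* was above every WT mouse in 1 of 3 BIT mice. With trends on GC content, transcript length and level removed, the median was at the percentile of 100 among random lists, which argues against these trends as the whole cause. The median was 0.56 in replicates 1 and 2 alone, which argues against the difference of replicate 3 as the whole cause. With replicate 3 as a batch it was 0.427. That fit cannot decide this, since each genotype has 1 library in replicate 3 and the batch term hardly moves the change. However, 4 of the 10 splits of the 6 libraries into 3 and 3 gave as large a difference of the list's mean. The other 3 of these splits put WT replicates 1 and 2 with a BIT library, and this design cannot reach a share under 0.1. A shift of CD8+ T cells toward innate memory cells may explain the rise, but the naive CD8 list had a median of 0.0232 with members going both ways (0.0756, adjusted p = 0.0405 from camera, with TMM normalization, and -0.026 without WT replicate 2), and its *Il7r* rose by 0.54 (standard error 0.0941, adjusted p = 0.154 from limma-voom over all genes and 0.00296 adjusted over the list alone), so that a shift and variation between mice cannot be told apart.

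The replication histones had a median log2 fold change of -0.35, with 9 of 62 genes higher and an adjusted p of 2.49e-10 from camera, which did not hold under fry (0.328) or an estimated correlation (0.368). The median was -0.543 without WT replicate 1 and -0.104 in replicates 1 and 2 alone. Adjusted over the list alone, 9 genes passed 0.05 by limma-voom with Benjamini-Hochberg adjustment, against 0 over all genes and 21 at an unadjusted p below 0.05. *H1f3* (-0.74), *H3c11* (-0.71), *H2ac6* (-0.65), *H4c16* (-0.65), *H2ac18* (-0.64), *H2bc18* (-0.62), *H2bc6* (-0.59) and *H1f4* (-0.47) were lower and *H2ac23* (1.46) higher. Each passed in between 1 and 4 of the 6 fits that left out a mouse, none of them without WT replicate 2 or without BIT replicate 2, and reads can be shared between these near-identical genes. Of 10000 random lists matched on transcript length, 0% had a lower median, which argues against short transcripts as such. For *H2ac24*, a candidate explanation is a division of reads between near-identical genes. *H2ac23* rose by 27% of the fall of *H2ac24* in CPM, and the sum over 18 H2ac genes had a log2 ratio of -0.38 against -1.23 for *H2ac24*, so that a fall of the gene and a division of reads cannot be told apart. A lower share of dividing cells in BIT mice was not tested beyond the proliferation list, whose median was -0.295 (adjusted p = 0.0535 from camera). With each mouse left out that median was between -0.567 (0.000229, without WT replicate 1) and -0.0149 (0.716, without WT replicate 3), with an adjusted p of 0.0303 without BIT replicate 2. It was also below 0 with TMM normalization (0.0938), a mean of at least 1 CPM (0.0818), the block (0.0236) and replicate 3 as a batch (0.0268), and was 0.0696 (0.961) in replicates 1 and 2 alone. The adjusted p was 0.616 under fry and 0.645 with an estimated correlation, and a lower share of dividing cells stays open.

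Replicate 3 of both genotypes differed from replicates 1 and 2 in 724 genes with an adjusted p below 0.05 (limma-voom with Benjamini-Hochberg adjustment), 606 of them higher. Gencode has a gene type called TEC, a label for gene models and not for thymic epithelial cells. The 911 genes of this type had a median log2 change of 0.699, against -0.0507 for 11319 protein-coding genes. *Malat1* changed by 1.35 and *Neat1* by 1.38. Whether the TEC genes lie within introns was not measured. More unspliced or nuclear RNA in the libraries of replicate 3 is a candidate explanation, found on the same data. The labels and the paper's text name no batch, and a difference between the mice was not tested.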

How the results depend on the processing

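Apart from those named as chosen after seeing the data, the alternatives were set before the data were examined. The number of changed genes (4) was also 4 with TMM normalization and with edgeR, 5 without a filter and 3 with a mean of at least 1 CPM. It was 29 with DESeq2 and 7 with sample quality weights, and the cause was not tested. It was 14 at an adjusted p below 0.05 and 2-fold and 116 at an unadjusted p below 0.01 and 2-fold, by the looser thresholds. It ranged from 1 to 4 across the 6 fits that each left out one mouse: 1 without WT replicate 1, 1 without WT replicate 2, 2 without BIT replicate 2 and 2 without BIT replicate 3, with fewer samples. Of the alternatives chosen after seeing the data, replicate 3 as a batch gave 9, replicates 1 and 2 alone 16, TMM normalization with the batch 13, and CPM above 0.5 in all 3 libraries of a group with the batch 9.

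The deviations of same-numbered WT and BIT mice from their group means had correlations of 0.139, 0.025 and 0.332. The highest was that of replicate 3, which differed from replicates 1 and 2 in both genotypes. Without the correlations of differently numbered mice beside them, these values do not decide whether the numbers pair the mice. With the replicate number as a block, 2 genes were changed, also with TMM normalization and the block (2), and 0 TRAV families and 1 TRBV gene passed an adjusted p of 0.05, against 1 and 0 without it.

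The log2 fold change of *Psmb11* ranged from 11.64 to 11.92 with each mouse left out, with adjusted p values past 0.01 without WT replicate 1 (0.0615) and without WT replicate 2 (0.0309). *Gzmb* ranged from -1.08 to 0.74 and changed direction without WT replicate 3 (0.74), without BIT replicate 2 (0.36), with sample quality weights (0.56) and in replicates 1 and 2 alone (0.80), none past an adjusted p of 0.05. The 6 gene lists past an adjusted p of 0.05 became 0 with an estimated correlation and 0 with fry, and from 4 to 10 with each mouse left out (10 without BIT replicate 2). The 23 list members past 0.05 adjusted over the list alone became 35 with DESeq2, the cause not being tested, and from 5 to 31 with each mouse left out (5 without WT replicate 2, 7 without BIT replicate 2, 10 without BIT replicate 1). Over all genes, the 1 list member past 0.05 became 5 without WT replicate 3, 0 without any other mouse and 15 with DESeq2. The TRAV families ranged from 0 to 3 with each mouse left out (3 without BIT replicate 1). The genes compared (16105) became 30009 without a filter, by construction.

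Among single genes and lists, 7 results became stronger and 0 weaker with DESeq2, and 2 became stronger with sample quality weights. With TMM normalization 2 became weaker, with the block 2, with a mean of at least 1 CPM 1, and with fry or an estimated correlation 6 each. Between 1 (without WT replicate 3) and 5 (without WT replicate 2) became weaker with each mouse left out. Without a filter 1 became stronger, with replicate 3 as a batch 5 and in replicates 1 and 2 alone 2. For genes near 0 counts the depth limits the fold to a lower bound.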

Differences from the paper's values

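The settings with a batch and replicates 1 and 2 alone were chosen only after the result was seen. The paper gives 2 genes other than *Psmb11* as higher in BIT CD8 T cells, against 0 here. None of the alternatives set before the data were examined closed this gap. DESeq2 gave 10 such genes, an adjusted p below 0.05 with 2-fold gave 6 and an unadjusted p below 0.01 with 2-fold gave 51, each with *Scart2* and *Bbc3* among them. An adjusted p below 0.01 with no minimum fold gave 1, and the others gave 0.

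The paper gives 5 genes other than *Psmb8* as lower in BIT CD8 T cells, against 2 here. With sample quality weights the number was 5, and at an adjusted p below 0.05 with 2-fold it was 6, both including *Mid1*, *Rell1* and *5830416I19Rik* but not *Slc28a2b* or *H2ac24*. The other alternatives set before the data were examined did not close the gap, with 17 in DESeq2 and 63 at an unadjusted p below 0.01 with 2-fold, *Mid1* and *H2ac24* included in both and *Slc28a2b* in neither, and between 0 and 3 elsewhere.

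With replicate 3 of both genotypes as a batch, chosen after seeing the values, 2 other genes were higher and 5 other genes lower, the 9 genes that the paper names in all. The same 9 genes were changed with that batch and CPM above 0.5 in all 3 libraries of a group, and they were among the 13 changed with TMM normalization and the batch (4 other genes higher and 7 lower), both also chosen after seeing the values. With that batch and CPM above 0.5 in at least 4 libraries, 6 genes were changed (1 other gene higher and 4 lower), among them *Scart2*, *Mid1*, *H2ac24* and *Slc28a2b*. In replicates 1 and 2 alone, also chosen after seeing the values, 2 other genes were higher, neither of them *Scart2* or *Bbc3*, and 12 lower, *Slc28a2b* included. Both numbers met the paper's with the batch and with the batch and CPM above 0.5 in all 3 libraries of a group, neither of which the paper's text states as its method.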

Other observations

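The comparison of *Psmb8*, *Psmb11* and *5830416I19Rik* with the most changed marker was chosen only after the result was seen, as were the settings with replicate 3 as a batch and with replicates 1 and 2 alone.

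In 1 of the 10 splits of the 6 libraries into 3 and 3, the real one, 4 or more genes were changed, and the largest number in another split was 1. At an adjusted p below 0.05 (limma-voom with Benjamini-Hochberg adjustment) there were 22 genes against at most 2. The design cannot reach a share under 0.1.

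The 15 gene lists gave 6 past an adjusted p of 0.05 from camera, of which none held under fry or an estimated correlation. Besides the innate memory CD8 list and the replication histones, these were the B cell markers (median log2 fold change -0.367, adjusted p = 0.012), the 20S proteasome core (-0.126, 0.0144), proteotoxic stress (-0.162, 0.0247) and MHC-I presentation (0.122, 0.0302). The others were p53 targets (0.126, 0.0535), proliferation (-0.295, 0.0535), interferon response (0.225, 0.0853), CD4 T cell markers (-0.46, 0.094), myeloid markers (-0.333, 0.224), naive CD8 (0.0232, 0.224), 19S proteasome (-0.0456, 0.302), γδ T cell markers (-0.0741, 0.868) and TCR signal (0.0266, 0.958). The innate memory CD8 list and the replication histones were past 0.05 in each fit with the preset correlation, namely with TMM normalization, the block, a mean of at least 1 CPM, each mouse left out, replicate 3 as a batch and replicates 1 and 2 alone. With TMM normalization 8 lists were past it, without the 20S core (0.157) and proteotoxic stress (0.0833) and with p53 targets (0.0405), naive CD8 (0.0405), CD4 T cell markers (0.0452) and interferon response (0.0491). With the block interferon response (0.0236) and proliferation (0.0236) were added, and with a mean of at least 1 CPM the myeloid markers (0.0191). With replicate 3 as a batch interferon response (0.024), proliferation (0.0268) and p53 targets (0.0488) were added, and in replicates 1 and 2 alone interferon response (0.00349) and p53 targets (0.0416). With each mouse left out, the other 4 of the 6 lists each lost the call in 2 fits. The B cell markers (0.102 and 0.156) and the 20S core (0.811 and 0.578) lost it without WT replicate 2 and without BIT replicate 3, MHC-I presentation without WT replicate 1 (0.213) and without BIT replicate 1 (0.112), and proteotoxic stress without WT replicate 2 (0.0567) and without WT replicate 3 (0.0908). In the same 6 fits, interferon response passed without WT replicate 2 (0.00138), without BIT replicate 2 (0.0244) and without BIT replicate 3 (0.000162), proliferation without WT replicate 1 (0.000229) and without BIT replicate 2 (0.0303), 19S proteasome without WT replicate 3 (0.0295) and without BIT replicate 2 (0.0449), CD4 T cell markers without BIT replicate 2 (0.0244) and myeloid markers without WT replicate 1 (0.0202). The median of interferon response was -0.169 without BIT replicate 1. That of 19S proteasome was above 0 without WT replicate 2 (0.00806) and without BIT replicate 3 (0.012), and that of TCR signal below 0 without WT replicate 3 (-0.135) and without BIT replicate 1 (-0.0663).

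Of the members of these 15 lists, 23 passed 0.05 by limma-voom adjusted over the list alone and 1 over all genes, with Benjamini-Hochberg adjustment. Besides the 6 innate memory CD8 genes and the 9 histones, these were *Ctla4*, *Il7r*, *Pmaip1*, *Hmox1* (log2 fold change -0.80, p over the list alone 0.0081), *Tapbp* (0.38, 0.0224), *Cd5* (0.33, 0.0149), *Cd6* (0.32, 0.0149) and *Irf4* (-0.53, 0.0436). All 3 BIT mice lay beyond all WT mice in each of these 8 genes, as in 10% of genes by chance. *Ctla4* and *Il7r* passed in each of the 6 fits that left out a mouse, *Hmox1* in 4, *Cd5* and *Cd6* in 3, *Irf4* in 2 and *Tapbp* (without BIT replicate 3) and *Pmaip1* (without WT replicate 3) in 1. With TMM normalization *Tapbp* (0.052) and *Pmaip1* (0.0713) did not pass.

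A different share of other cells in the sorted libraries was tested with the marker lists. The list that moved most, that of CD4 T cells, had a median of -0.46, with *Cd4* between 8 and 38 counts. Its median was between -0.775 and -0.0834 with each mouse left out, and its members went both ways. Over the 22 marker genes compared, the largest change was that of *S100a9*, 2.225 on the log2 scale (standard error 1.12, adjusted p = 0.638 from limma-voom with Benjamini-Hochberg adjustment), against -6.997 for *Psmb8* and bounds of at least 9.26 higher for *Psmb11* and 6.03 lower for *5830416I19Rik*, which argues against this source for these 3 genes. For *Rell1*, with a log2 fold change of -1.61 (standard error 0.142), it stays open, since *Ctla4* of the CD4 T cell markers fell by 1.57 (standard error 0.304, adjusted p = 0.228 over all genes and 0.00322 over the list alone). Other cells and a change within CD8+ T cells cannot be told apart there, nor for smaller changes such as that of the B cell markers.

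For *Scart2*, more γδ T cells among the sorted cells could give a rise. The γδ T cell markers had a median of -0.0741 (from -0.259 without WT replicate 3 to 0.37 without WT replicate 2), with 2 of 5 genes higher and *Trdc* at -0.10 (standard error 0.215), against 1.53 for *Scart2*. The members went both ways and 3 of the 8 genes had too few counts, so that a rise of a subset cannot be told apart from a change within CD8+ T cells. For *Bbc3*, a p53 response could give a rise. The adjusted p of the p53 list from camera was 0.0535 with 8 of 10 genes higher, 0.0405 with TMM normalization and between 0.0567 and 0.353 with each mouse left out. In that list *Pmaip1* rose by 0.63 (standard error 0.162, adjusted p = 0.385 from limma-voom with Benjamini-Hochberg adjustment over all genes and 0.0362 adjusted over the list alone) and *Mdm2*, named after its values were seen, had a log2 fold change of -0.20. A p53 response and another cause cannot be told apart at this size.

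A rise of other proteasome subunits was tested as compensation for *Psmb8*. The 20S core list had a median of -0.126 with 1 of 16 genes higher, from -0.209 (without WT replicate 3) to -0.0204 (without WT replicate 2) with each mouse left out, and -0.0752 with TMM normalization. A rise of the list was not seen. Its adjusted p from camera was 0.157 with TMM normalization, 0.653 under fry and 0.645 with an estimated correlation, so that a small rise cannot be told apart from none. *Psmb5*, named after its values were seen, had a log2 fold change of -0.07 (standard error 0.179), which ranged from -0.20 to 0.12 with each mouse left out and decides nothing.

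An effect of the edited allele on its neighbours was tested on the 106 genes within 1 Mb of *Psmb8*. Their median absolute log2 fold change was at percentile 88.8 of random sets, and between 38.7 and 93.8 with each mouse left out. By limma-voom, 0 genes passed an adjusted p of 0.05 over all genes and 0 adjusted over the list alone, with 16 at an unadjusted p below 0.05. Adjusted over the list alone, 3 genes passed without WT replicate 1 (smallest 0.00761, *H2-Ab1*), 2 without WT replicate 3 (0.0198, *Myo1f*) and 2 without BIT replicate 3 (0.028, *Tapbp*), with 0 over all genes in each, and *H2-Ab1* and *Myo1f* are named after their values were seen. An effect on a few genes cannot be told apart from none.

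B6 mice came from more than 1 supplier, and *Nnt* differs between B6 substrains. Summed over its 2 identifiers, *Nnt* was at 13.1, 12.5 and 14.7 CPM in WT mice and 21.3, 22.6 and 22.6 CPM in BIT mice, with a smallest ratio of 1.45. The groups did not overlap, which 10% of genes show by chance, but the ratio was under 2. The main identifier of *Nnt* had a log2 fold change of 0.99 and the second 0.56 (adjusted p = 0.766 from limma-voom with Benjamini-Hochberg adjustment). Adjusted over the list alone, p was 0.0174 for the main identifier, 0.0174 for *Entpd4* (log2 fold change -0.54) and 0.605 for *Wdfy1* (-0.08), against 0.477, 0.508 and 0.905 over all genes. Without WT replicate 1 the former became 0.0602 for *Nnt* and was above 0.05 for *Entpd4*, as it was without BIT replicate 1. These values leave it open, so that a substrain difference and other causes cannot be told apart.

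The paper reports the TCRα repertoire from other libraries. In these libraries 1 of 23 TRAV families, *Trav13*, passed an adjusted p of 0.05 (0.0368 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), with 5.7% of the TRAV counts in BIT mice and 4.77% in WT mice, and 4 families had an unadjusted p below 0.05. Without BIT replicate 1 the number was 3, and without any other mouse it was 0, so that a changed repertoire cannot be told apart from variation between mice. Of 26 TRBV genes 0 passed, with 1 at an unadjusted p below 0.05.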
